# Dysregulated mRNA Translation in the G2019S LRRK2 and LRRK2 Knock-Out Mouse Brains

**DOI:** 10.1523/ENEURO.0310-21.2021

**Published:** 2021-11-30

**Authors:** Jungwoo Wren Kim, Xiling Yin, Ian Martin, Yulan Xiong, Stephen M. Eacker, Nicholas T. Ingolia, Ted M. Dawson, Valina L. Dawson

**Keywords:** LRRK2, RPS15, translation

## Abstract

The G2019S mutation in leucine-rich repeat kinase 2 (LRRK2) causes familial Parkinson’s disease (PD) and is also found in a subset of idiopathic cases. Prior studies in *Drosophila* and human induced pluripotent stem cell (iPSC)-derived dopamine neurons uncovered a pronounced effect of G2019S LRRK2 on mRNA translation. It was previously reported that G2019S LRRK2 promotes translation of mRNAs with complex 5′ untranslated region (UTR) secondary structure, resulting in increased expression of calcium channels and dysregulated calcium homeostasis in human dopamine neurons. Here, we show that dysregulated translation occurs in the brains of mammalian LRRK2 models *in vivo*. Through ribosome profiling studies of global translation, we observe that mRNAs with complex 5′UTR structure are also preferentially translated in the G2019S LRRK2-expressing mouse brain. Reporter assays suggest that this 5′UTR preference is independent of translation initiation factors. Conversely, translation of mRNAs with complex 5′UTR secondary structure is downregulated in LRRK2 knock-out (KO) mouse brain, indicating a robust link between LRRK2 kinase activity and translation of mRNA with complex 5′UTR structure. Further, substantia nigra pars compacta (SNpc) dopamine neurons in the G2019S LRRK2-expressing brain exhibit increased calcium influx, which is consistent with the previous report from human dopamine neurons. These results collectively suggest that LRRK2 plays a mechanistic role in translational regulation, and the G2019S mutation in LRRK2 causes translational defects leading to calcium dysregulation in the mammalian brain.

## Significance Statement

Parkinson’s disease (PD)-linked G2019S mutation of leucine-rich repeat kinase 2 (LRRK2) is known to cause abnormalities in mRNA translation. These translational defects were suggested to cause calcium dysregulation, thereby imposing a long-term cellular stress to dopamine neurons. While these effects of G2019S LRRK2 on mRNA translation have been seen in *Drosophila* brain tissues and cultured mammalian neurons, translational profiling of the mammalian brain expressing G2019S LRRK2 has not been reported. In this study, we employed ribosome profiling to survey mRNA translation in the brains of LRRK2 mouse models, thereby demonstrating that the G2019S LRRK2 mutation broadly alters mRNA translation in the mouse brain.

## Introduction

Dominant mutations in the leucine-rich repeat kinase 2 (LRRK2) gene are the most common genetic cause of familial Parkinson’s disease (PD), with the G2019S missense mutation being most frequent disease-causing mutation in LRRK2 (Martin et al., 2014a). The G2019S mutation enhances the kinase activity of LRRK2, leading to neurotoxicity (Greggio et al., 2006; Smith et al., 2006). While various cellular functions are associated with LRRK2 kinase activity, emerging evidence suggests that alterations in mRNA translation downstream of kinase activity plays an important role in PD pathogenesis (Imai et al., 2008; Gehrke et al., 2010; Martin et al., 2014b; Taymans et al., 2015). G2019S LRRK2 was reported to increase global protein synthesis through phosphorylation of the ribosomal protein S15 (uS19), and reduction of global protein synthesis is protective against G2019S LRRK2 neurotoxicity in a *Drosophila* model (Martin et al., 2014b). In addition, a recent study applying ribosome profiling to human dopamine neurons differentiated from patient-derived induced pluripotent stem cells (iPSCs) showed that the increased translation in G2019S LRRK2 leads to increased expression of genes responsible for calcium influx in neurons (Kim et al., 2020). While these studies presented potential mechanisms linking abnormal translation to cellular stress, the proposed mechanisms have yet to be tested in the mammalian brain.

## Materials and Methods

All animal protocols are in accordance with the regulations of Johns Hopkins University Animal Care and Use Committee and the National Institutes of Health *Guide for the Care and Use of Laboratory Animals.* Animals were housed in a 12/12 h light/dark cycle with free access to water and food. High-throughput sequencing data are available via NCBI GEO (accession number: GSE167704).

### Maintenance of LRRK2 transgenic mouse models

Generation and characterization of LRRK2 “Tet-off” transgenic mice and LRRK2 knock-out (KO) mice were previously reported (Andres-Mateos et al., 2009; Nikonova et al., 2012; Xiong et al., 2017). For transgenic mice, high copy number lines (569 line for GS, 763 line for GS/DA) were used (Xiong et al., 2017). Single transgenic mice Ca^2+^/calmodulin-dependent protein kinase II (CaMKII)-tTA or Tet-LRRK2) were used for breeding, and the breeding cages were maintained with doxycycline chow (Diet-Sterile, 200 mg/kg doxycycline, Bio-Serv) and fed *ad libitum*. Doxycycline food was switched back to regular food after weaning for transgene induction. Three- to four-month-old mice were used for ribosome profiling experiments (described below).

### Mouse primary cortical neuron culture

Dissipated primary cortical neurons were prepared from embryonic day (E)15 developing brain (CD1, Charles River or LRRK2 transgenic mice). Developing cortices were dissected in the dissecting medium (DMEM with 20% horse serum, 0.5 mm GlutaMax, and 6 μm glucose, Invitrogen), digested with TrypLE (Invitrogen), and plated at a concentration of 3 × 10^6^ cells for a plate. Culture plates were precoated with 15 μg/ml poly-L-ornithine. Cultures were maintained under Neurobasal (Invitrogen) medium with a serum-free supplement B-27 (Invitrogen) and 0.5 mm GlutaMax (Invitrogen).

### Immunocytochemistry of neurons

Cells were fixed with 4% paraformaldehyde for 15 min at room temperature, then permeabilized with 0.03% Triton X-100 for 15 min. The cells were washed then blocked for 1 h with 10% goat serum in PBS. The blocked cells were subsequently incubated with primary antibody for overnight at 4°C. On the following day, the cells were incubated with secondary antibody for 1 h at room temperature in a light controlled condition. After 3× wash with PBS buffer, the cells were mounted on cover slides with mounting media containing DAPI. All images were taken for analysis with Zeiss AxioObserver Z1 or LSM710 (Carl Zeiss) confocal laser scanning microscope under 20× or 40× oil objectives. Blinding was not performed with immunocytochemistry experiments. The following primary antibodies were used for immunocytochemistry: α-tyrosine hydroxylase (TH; 1:1000, EMD Millipore AB152).

### Ribosome profiling library generation

Ribosome footprinting and RNA-seq libraries were prepared by following a published protocol with several modifications made for mouse brain tissue (Ingolia et al., 2012).

#### Mouse brain

Brains of three- to four-month-old mice were dissected in TBS buffer with 100 μg/ml cycloheximide and immediately frozen in dry ice. Caudate putamen tissues from three mice of mixed gender (1:2 or 2:1 male:female ratio) were pooled; 2.5% of total lysate was subjected to Western blotting to ensure sufficient expression of transgene. The collected samples were homogenized in lysis buffer [10 mm Tris pH 7.5, 150 mm NaCl, 5 mm MgCl_2_, 0.5 mm DTT, 100 μg/ml cycloheximide, EDTA-free protease inhibitor (Roche), and 40 U/ml murine RNase Inhibitor (NEB)] with 12 strokes of high-speed motorized homogenizer (Glas-Col GT series) at 40% power. The lysates were briefly centrifuged for 10 min at 2000 × *g*. The supernatant was transferred to a new tube, added NP-40-1% final concentration, incubated 5 min on ice. The samples were centrifuged again for 10 min at 20,000 × *g*. The lysates were incubated in ice for 15 min, and centrifuged for 10 min at 20,000 × *g*. Total RNA concentration of lysate was measured by Qubit RNA BR Assay (Life Technologies), and the same amount of RNA was used across samples. The supernatant was split into two tubes for ribosome footprinting and RNA-seq library generation.

#### Ribosome footprinting

The lysates were treated with 15 μl of RNase I (Ambion) in 600-μl total reaction volume for 45 min at room temperature, and the reaction was stopped by adding 30 μl of SuperAse-In (Ambion). Sucrose cushion was performed with 1.7 g sucrose in 3.9 ml polysome buffer (10 mm Tris pH 7.5, 150 mm NaCl, 5 mm MgCl_2_, 0.5 mm DTT, 100 μg/ml cycloheximide, 20U/ml SuperAse-In), 4 h at 70,000rpm. The pellet was resuspended with 700 μl QIAzol (QIAGEN) reagent, incubated for 5 min at room temperature, 140 μl chloroform was added, vortexed for 15 s, and incubated again for 2 min at room temperature. The sample was centrifuged for 15 min at 12,000 × *g*, the 350 μl supernatant was mixed with 525 μl 100% EtOH. The mixture was loaded on an RNeasy Mini column (QIAGEN), and the RNA was extracted; 26–34 nt ribosome footprints were size-selected by Urea-PAGE, gel extraction and RNA purification. Ribo-Zero Gold kit (Illumina) was used for rRNA removal after the size selection. The rRNA depleted ribosome footprints were dephosphorylated by T4 polynucleotide kinase treatment, then Universal miRNA Cloning Linker (NEB) was added to the 3′ ends. Reverse transcription reaction was performed, and the cDNA was circularized by CircLigase II (Epicentre) reaction, and subjected to the PCR for final library generation.

#### RNA-seq

Total RNA was purified by a combination of QIAzol and RNeasy Mini as described. Ribo-Zero Gold kit was used for rRNA removal. RNA-seq library was generated from the total RNA by ScriptSeq v2 Library Preparation kit (Epicentre).

### Ribosome profiling data processing

Illumina HiSeq 2000 or 2500 were used for deep sequencing of the libraries. FASTX-Toolkit (http://hannonlab.cshl.edu/fastx_toolkit/) was used for the initial processing of the reads.

#### Ribosome footprinting libraries

Only adapter-containing reads were clipped. Reads shorter than 25 nt were discarded. The first nucleotide of the reads was trimmed. rRNA-mapped reads were discarded before genomic alignment.

#### RNA-seq libraries

Only adapter-containing reads were clipped, rRNA-mapped reads were discarded.

The processed reads were mapped to the UCSC genome database (mouse: mm9) by Tophat (2.0.11) with Bowtie2 (2.2.2). Maximum 1 mismatch was allowed for the alignments (for sequencing read counts, see Table 1).

**Table 1.** Sequencing read counts

Sample	Type	Mapped reads
Mouse control 1	Ribo	11,528,964
mRNA	35,167,826	
Mouse control 2	Ribo	14,236,436
mRNA	53,086,785	
Mouse control 3	Ribo	28,913,143
mRNA	37,446,599	
G2019S TG 1	Ribo	10,832,574
mRNA	37,329,310	
G2019S TG 2	Ribo	11,636,313
mRNA	42,813,645	
G2019S/D1994A TG 1	Ribo	11,391,779
mRNA	62,883,025	
G2019S/D1994A TG 2	Ribo	30,967,177
mRNA	33,887,256	
Mouse WT (vs KO) 1	Ribo	6,069,632
mRNA	44,668,380	
Mouse WT (vs KO) 2	Ribo	6,331,204
mRNA	8,025,070	
LRRK2 KO 1	Ribo	5,552,451
mRNA	65,571,861	
LRRK2 KO 2	Ribo	7,322,616
mRNA	18,455,674	
LRRK2 WT 3 (STR)	Ribo	22,256,190
LRRK2 WT 3 (VMB)	Ribo	8,773,494
LRRK2 KO 3 (STR)	Ribo	22,069,910
LRRK2 KO 3 (VMB)	Ribo	6,492,191

Ribo: ribosome profiling; mRNA: RNA-Seq; TG: transgenic mice; WT: wild type, KO: knock-out mice; STR: striatum; VMB: ventral midbrain.

### Internal ribosome entry site (IRES) reporter assays

pFR-HCV-xb, pFR-CrPV-xb vectors (from Phil Sharp Lab) were obtained from the Addgene depository (#11510 and #11509, respectively). The reporter vectors were co-transfected into CD1 wild-type mouse cortical neurons at day *in vitro* (DIV)5 with LRRK2-expressing or S15-expressing plasmids (or empty, respective expression plasmids for control) using Lipofectamine 2000 (Invitrogen) reagent. Luciferase to LRRK2/S15 expression vector ratio was 1:3. Culture medium was replaced (half-change) every 24 h to minimize any potential effects from the growth condition including starvation. Luciferase activity was measured at DIV7 by Dual-Glo Luciferase Assay System (Promega; for the IRES reporters) with Glomax 20/20 Luminometer (Promega). The lysates were subjected to the total RNA purification with DNase treatment for the transcript level measurement.

### Immunoblotting

Brain tissues were lysed with an automated homogenizer in RIPA buffer with 1% SDS [20 mm Tris-HCl (pH 7.5), 150 mm NaCl, 1 mm EDTA, 1% NP-40, 1% sodium deoxycholate, 1% SDS, protease inhibitors]. Lysates were incubated on a rotator for 1 h at 4°C, and spun down for 10 min × 12,000 × *g* at 4°C. Supernatant was collected, protein concentration was measured, and the lysate was mixed with 2× Laemmli sample buffer. Generation and characterization of rabbit polyclonal T136 phospho-S15 antibody was previously published (Martin et al., 2014b). Commercial antibodies: LRRK2: Neuromab (75-188, N138/6), P-eIF2ɑ (Cell Signaling Technologies, #9721), eIF2ɑ (Cell Signaling Technologies, #9722), and ATF4 (Millipore, ABE387).

### Ribosome profiling data analysis

Aligned reads were counted by either a Python package HTSeq (htseq-count) or an R package GenomicAlignments (summerizeOverlaps). Annotations and sequencing reads were handled using an R package GenomicFeatures. To avoid multiple counting on isoforms, transcript reference data were processed to have one unique annotation covering all isoforms (union of isoforms) per gene. Reads only in the CDS regions were counted. Transcripts with low read counts (<128 reads) were discarded. An R package DESeq (1.20) was used for calculating normalized expression from either ribosome footprinting or RNA-seq data based on a negative binomial distribution and generalized linear model. For the mouse data, replicates were initially analyzed independently to confirm reproducibility, and then analyzed in combination for the final analysis. For the human neuron data, biological triplicates were handled by DESeq. Translation efficiency (TE) was calculated based on the DESeq expression output. 5′ Untranslated region (UTR) estimated folding energy table was extracted from the UCSC genome database (fold5UTR field: mm9). For the 5′UTR estimated folding energy comparison, a control group with similar group size was randomly selected for each comparison to avoid potential bias from sample size differences. Transcript coordinates were calculated by a custom R script and re-aligned based on the rounded half point of the ribosome footprint [5′ end + (footprint length/2)]. For icSHAPE data analysis, icSHAPE (*in vivo*) results from mouse ES cells (GEO: GSE64169) were downloaded, converted to mm9 (UCSC liftOver), and merged with our mouse ribosome profiling data.

### Electrophysiological recordings

Mice (10–12 weeks old) were anesthetized and decapitated, and the brains were placed in ice-cold artificial CSF (ACSF) containing the following: 125 mm NaCl, 2.5 mm KCl, 1 mm MgSO_4_, 1.25 mm NaH_2_PO_4_, 26 mm NaHCO_3_, 2 mm CaCl_2_, and 10 mm D-glucose. Transverse brain slices containing substantia nigra pars compacta (SNpc; 350 μm) were prepared using a vibratome (Leica VT1200S). Sections were incubated in ACSF saturated with 95% O_2_ and 5% CO_2_, at 34°C for 60 min, and then at room temperature (22–24°C) until use. Recordings were performed at room temperature. All experiments were conducted in accordance with the National Institutes of Health *Guide for the Care and Use of Laboratory Animals*.

HEKA EPC10 amplifier (HEKA Elektronik) was used to perform electrophysiological recordings. For spontaneous and evoked action potentials (APs), a single slice was transferred into a submerged recording chamber and perfused constantly with oxygenated ACSF at a rate of 2 ml/min. DA neurons were visualized under a 40× water immersion objective by fluorescence and DIC optics (Carl Zeiss). The patch electrodes had a resistance of 2–5 MΩ and filled with solution containing the following: 126 mm K-gluconate, 8 mm KCl, 20 mm HEPES, 0.2 mm EGTA, 2 mm NaCl, 3 mm MgATP, 0.5 mm Na_3_GTP, and 0.05 mm Alexa Fluor 568 (pH 7.2, 290–300 mOsm/kg). Input resistance (Rin), series resistance (Rseries), and leak currents (Leak) were monitored throughout the experiment. Unstable recordings (>10% fluctuation of Rseries value) during the course of experiments were rejected for further analysis. Resting membrane potential was recorded in current clamp mode at 0 pA immediately after establishing whole-cell configuration. A series of hyperpolarizing and depolarizing step currents were injected to elicit APs. For whole-cell calcium currents, the external solution used contained 140 mm tetraethylammonium methanesulfonate (TEA-MeSO_3_), 10 mm HEPES, and 10 mm BaCl_2_ or CaCl_2_ (pH 7.4, 300–310 mOsmol/kg). The pipette solution contained 135 mm CsMeSO_3_, 5 mm CsCl, 1 mm MgCl_2_, 4 mm MgATP, 5 mm HEPES, and 5 mm EGTA (pH 7.3, 290–300 mOsmol/kg). Currents were recorded by holding the cell at –90 mV, before stepping to various potentials from –60 to +50 mV for 250-ms in 10-mV increments. Tetrodotoxin (TTX; 1 μm) was used to block voltage-gated sodium currents. Data were acquired by PatchMaster software (HEKA Elektronik), sampled at 10 kHz, and filtered at 2.9 kHz. APs and calcium currents were analyzed using Clampfit 10.5 software (Molecular Devices). Neurons labeled with Alexa Fluor 568 were confirmed by immunohistochemistry after recording.

## Results

We sought to characterize translational abnormalities in the brains of LRRK2 mouse models, focusing on the caudate putamen, where substantia nigra dopamine neurons project to and is linked to the pathology of PD. To obtain high expression of G2019S LRRK2 or kinase dead G2019S/D1994A LRRK2 transgenes, we crossed mice harboring doxycycline-regulated LRRK2 expression constructs with the CaMKII-tTA driver mice (Lee et al., 2013; Xiong et al., 2017). 

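The tissue was caudate putamen, and the paper's methods describe pools of 3 mice of mixed sex. The mice were 3 to 4 months old in the paper's methods and 3 months old in the sample labels. In ribosome footprinting, the lysate is digested with RNase I and the mRNA fragments that ribosomes protect are sequenced, while RNA-Seq here measures total RNA after rRNA removal. The samples comprise 3 footprinting and 3 RNA-Seq libraries of non-transgenic (non-TG) control mice, 2 and 2 of mice carrying G2019S LRRK2 (GS LRRK2 TG), and 2 and 2 of mice carrying G2019S/D1994A LRRK2 (GS/DA LRRK2 TG). They further comprise 3 footprinting and 2 RNA-Seq libraries each of wild-type (WT) and LRRK2 KO mice, besides 1 footprinting library of the ventral midbrain of each of these genotypes. Table 1 gives 11528964 to 28913143 mapped footprinting reads per non-TG control library, 10832574 to 11636313 for GS LRRK2 TG and 11391779 to 30967177 for GS/DA LRRK2 TG. The footprinting libraries of the WT striatum had 6069632 to 22256190 mapped reads and those of the LRRK2 KO striatum 5552451 to 22069910. RNA-Seq libraries had 35167826 to 53086785 mapped reads for non-TG control, 37329310 to 42813645 for GS LRRK2 TG, 33887256 to 62883025 for GS/DA LRRK2 TG, 8025070 to 44668380 for WT and 18455674 to 65571861 for LRRK2 KO.

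The authors aligned the reads to mm9, counted reads in the CDS with 1 annotation per gene, discarded transcripts with low read counts, and normalized with DESeq. They deposited a table for each comparison, with 8576 transcripts for GS LRRK2 TG, 8576 for GS/DA LRRK2 TG and 9561 for LRRK2 KO. Each table holds 1 normalized mean per group and assay, without an SD, and the tables were normalized separately. The paper gives n = 2 for each group. A mean of 2 libraries with different size factors is a sum of whole multiples of 2 step sizes, so the reads of each library were recovered from the deposited means where those steps could be found. This succeeded for 10 of the 12 columns of means, with 97.6% to 99.9% of transcripts resolved per column, against 0.0941% to 1.14% once the same values had been shifted by a constant. The non-TG control columns of the GS LRRK2 TG table, for footprinting and RNA-Seq, did not resolve. Simulated means of 3 libraries did not resolve either. The commonest difference between means recurred 4 and 3 times in these columns, and at least 43 times in each recovered column. In simulation it recurred 136 times for 2 libraries of nearly equal depth, and 46 times, or 4 at greater depth, for 3 libraries. These values argue against means of 2 libraries, but the number averaged was not settled. As the columns did not resolve, no spread between control libraries was available for that comparison. The recovered libraries carry no replicate number. They held 6736358 to 16018710 footprints in the CDS for the transgenic comparisons, 2882603 to 6008522 for the LRRK2 KO comparison, and 3124826 to 13091761 RNA-Seq reads.

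Lrrk2 itself was examined first. The tables list it as transcript uc007xhz.1, and the gene spans 91503606 to 91646551 on the plus strand of chromosome 15 (mm9). In the LRRK2 KO table, the authors' mean for Lrrk2 footprints was 126 in LRRK2 KO and 545 in WT, a log2 change of -2.12. The Lrrk2 RNA-Seq mean was 347 in LRRK2 KO against 1006 in WT (log2 change -1.54). The recovered LRRK2 KO libraries held 149 and 107 Lrrk2 footprints, and the WT libraries 514 and 518. In the transgenic tables, the Lrrk2 footprinting mean was 5186 in GS LRRK2 TG and 2524 in its control (log2 change 1.04), and 6017 in GS/DA LRRK2 TG and 1335 in its control (log2 change 2.17). Lrrk2 RNA-Seq did not rise, with log2 changes of -0.16 and -0.09. The RNA-Seq libraries of these groups differed widely at Lrrk2, with 5355 and 527 reads in the non-TG control libraries of the GS/DA LRRK2 TG table and 448 and 4661 in the GS/DA LRRK2 TG libraries. Once normalized, the higher library held 5233 in control and 5038 in GS/DA LRRK2 TG, and the lower 560 and 404, so neither rose. Normalized footprints were 1445 and 1224 in control and 7267 and 4766 in GS/DA LRRK2 TG. Whether both assays counted transgene reads alike was not tested, so the Lrrk2 values do not by themselves show a change in translation.

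**Figure D1:**
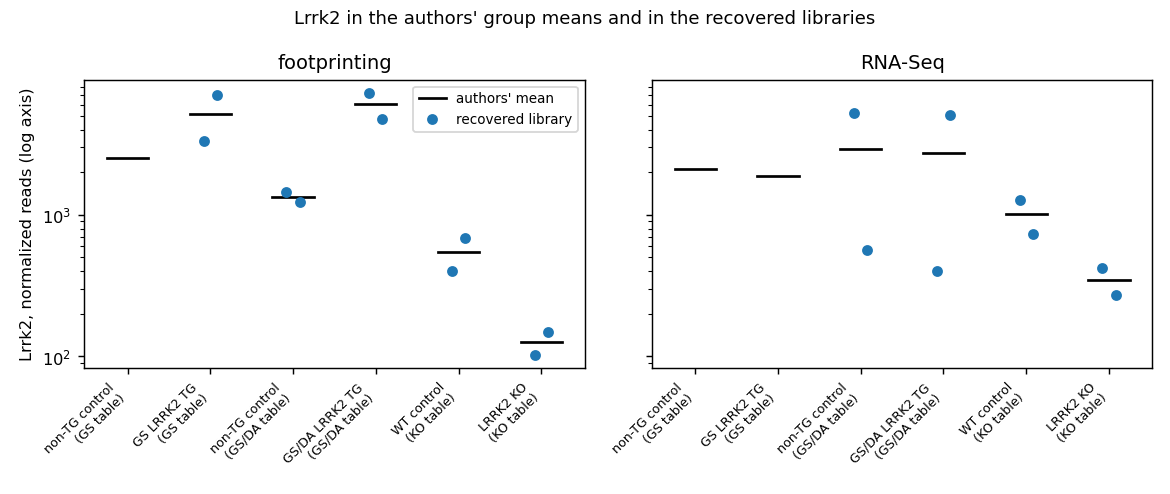
Normalized Lrrk2 reads (log axis) in footprinting (left) and RNA-Seq (right) for each group of the 3 tables, which were normalized separately. Black lines are the authors' means and blue points the recovered libraries, which lie below both WT libraries in both LRRK2 KO libraries of each assay; the GS table has no recovered point for its control, nor for Lrrk2 RNA-Seq.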

We then analyzed translation in the caudate putamen of the resulting G2019S LRRK2 or G2019S/D1994A LRRK2 transgenic mice, as well as LRRK2 KO animals (Fig. 1*A*; Extended Data Figs. 1-1, 1-2; Nikonova et al., 2012).

**Figure 1.**
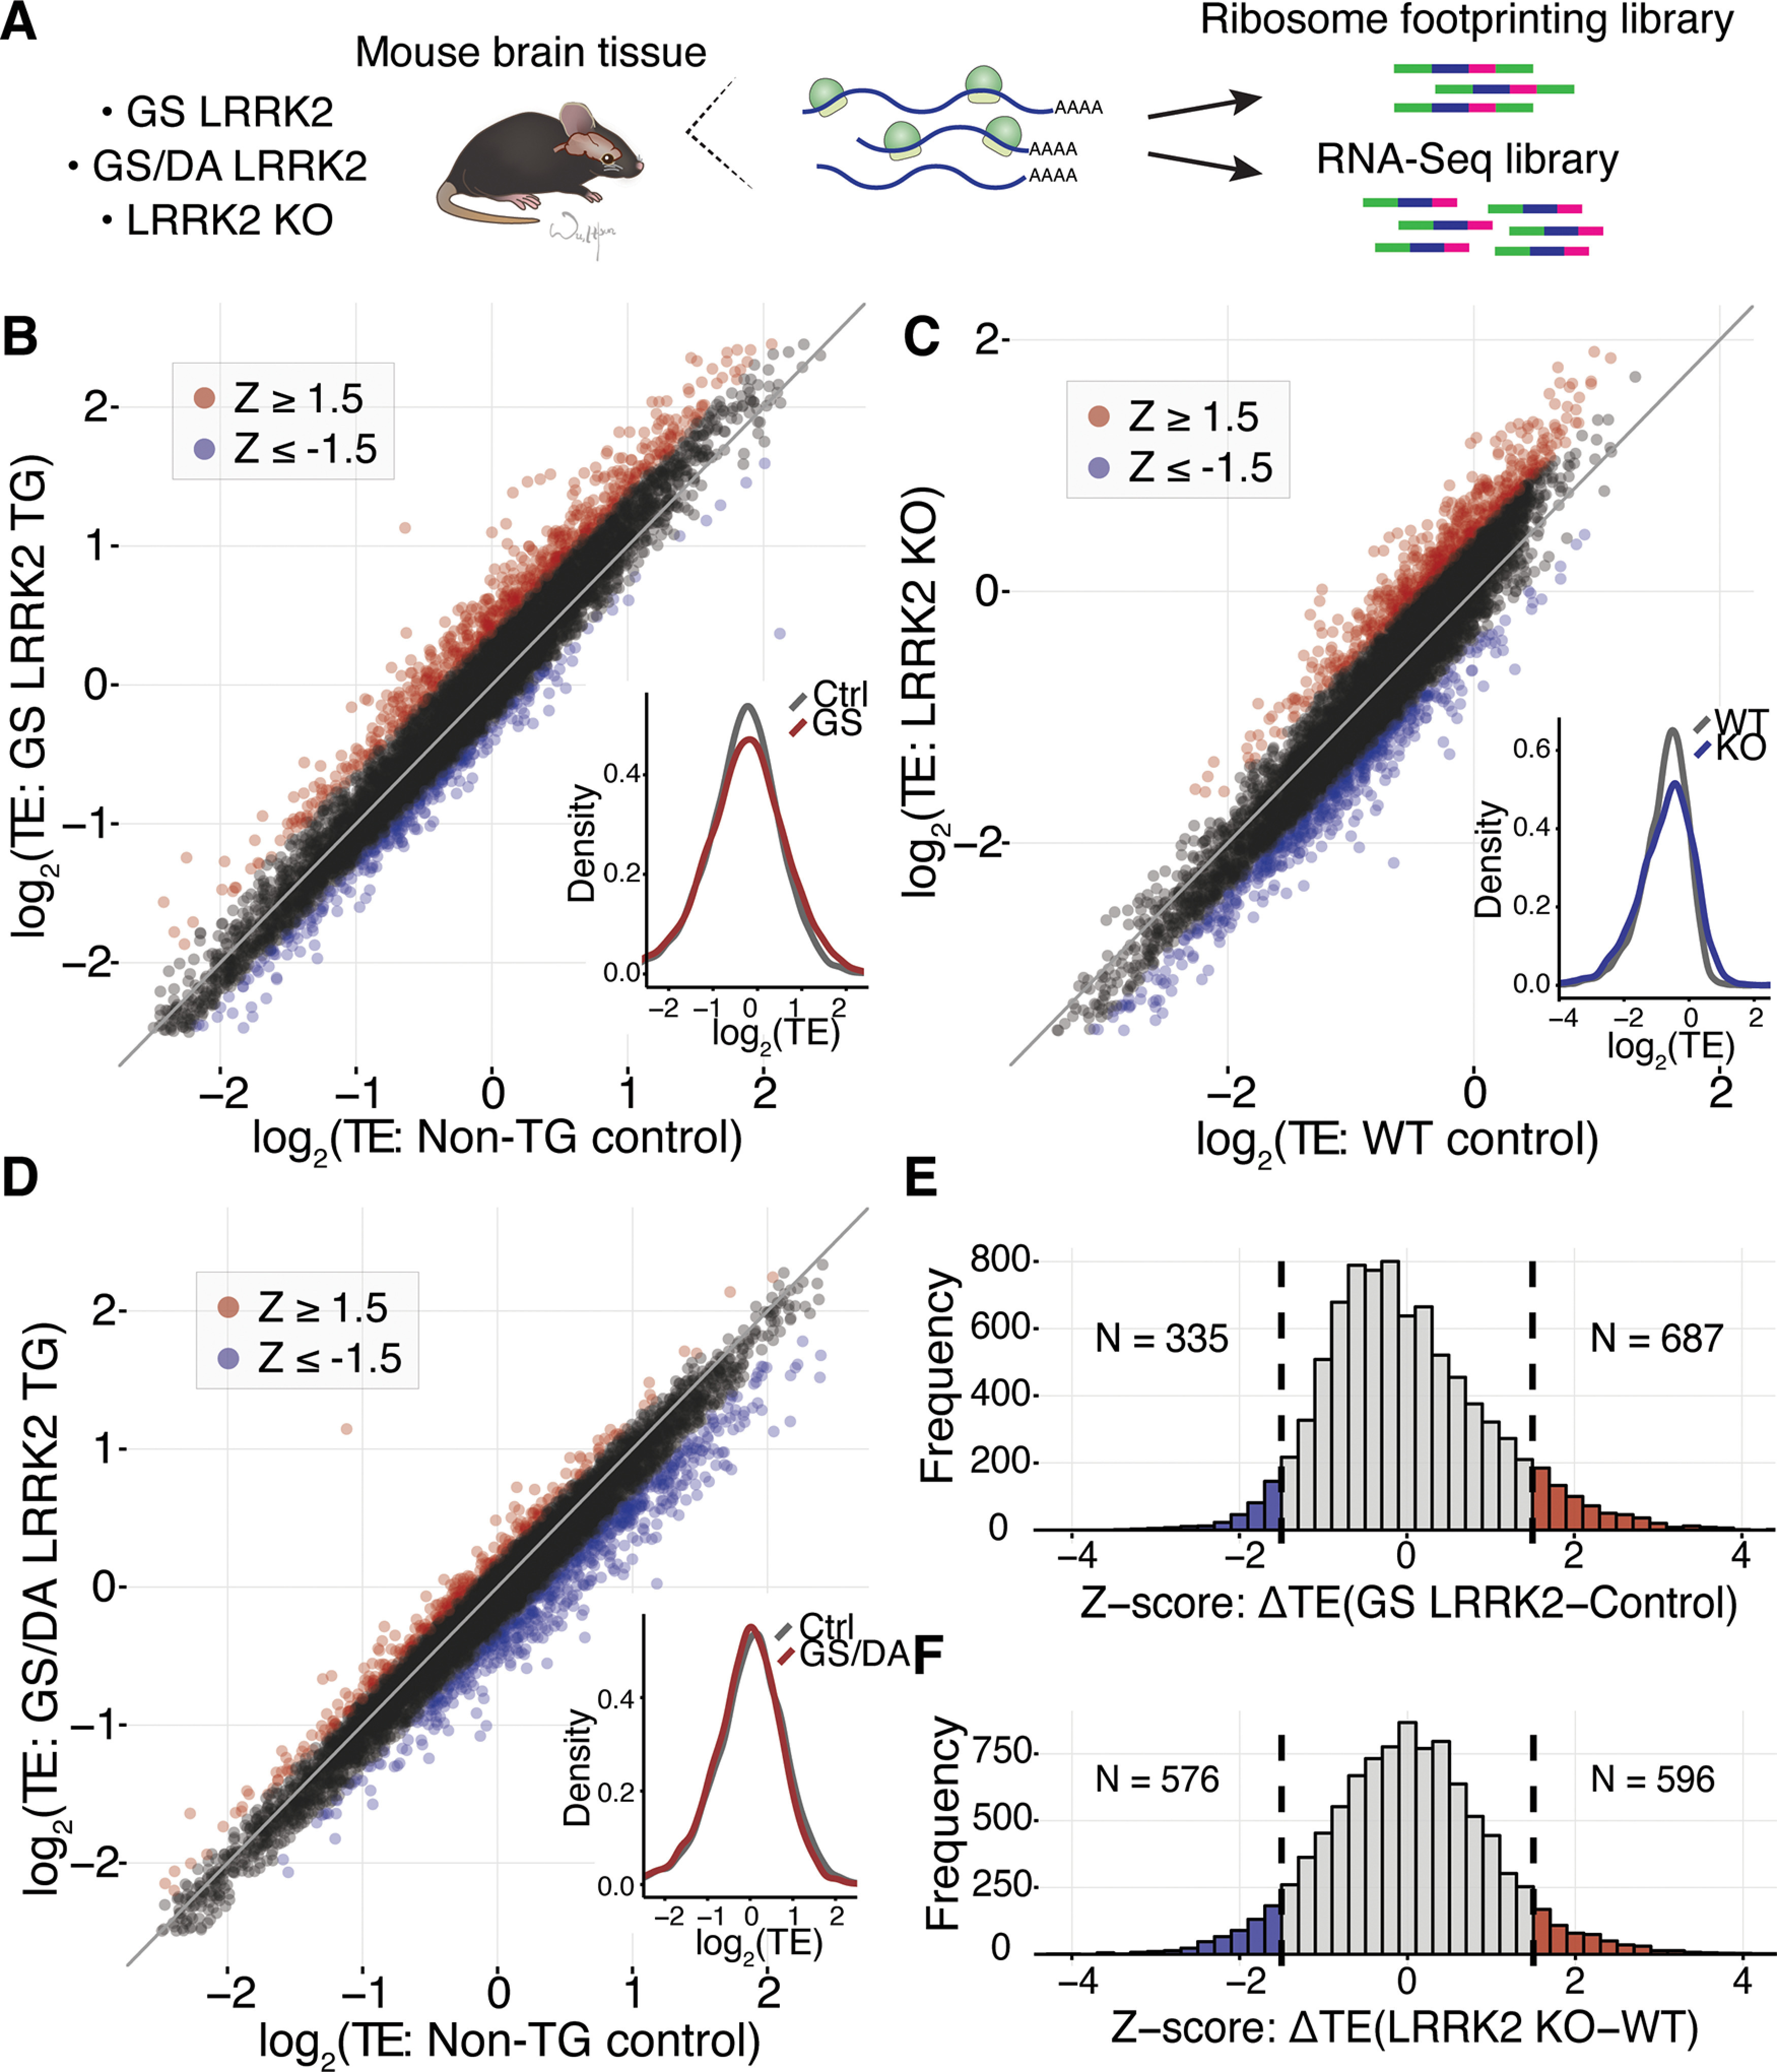
Broad alteration in mRNA translation in the G2019S LRRK2 mouse brain. ***A***, A schematic of ribosome profiling workflow with mouse brain tissue. ***B–D***, TE was calculated to estimate translational activity. Global TE distributions between (***B***) GS LRRK2 TG and non-TG control, (***C***) LRRK2 KO and WT, and (***D***) GS/DA LRRK2 TG and non-TG control were compared. All values are in log_2_, and each data point represents a single transcript. In scatterplots, centerline is a guideline with slope of 1, meaning that the dots on the line do not have TE value differences between the genotypes. SD of TE differences: 0.226 (GS LRRK2 vs control), 0.179 (GS/DA LRRK2 vs control), 0.273 (LRRK2 KO vs WT). Standard *z* score was calculated, and ±1.5 cutoff was used to select TE up and TE down genes. Triplet periodicity is normal across the results (Extended Data Fig. 1-1). ***E***, ***F***, Histogram of TE differences (δTE, ΔTE) between (***E***) GS LRRK2 TG and non-TG control or (***F***) LRRK2 KO and WT. *Z* score ±1.5 cutoff was used, and TE values are in log_2_. Each ribosome profiling experiment was firstly analyzed independently to ensure reproducibility. Two independent results were analyzed together by DESeq (Anders and Huber, 2010; *n* = 2). Expression analysis results including TE values were compiled (Extended Data Fig. 1-2).

10.1523/ENEURO.0310-21.2021.f1-1 Extended Data Figure 1-1 Triple periodicity of ribosome profiling data. ***A***, ***B***, Triplet periodicity of ribosome profiling datasets were visualized to ensure the quality of the libraries. Transcript coordinates were re-aligned based on the rounded half point of the ribosome footprint [5′ end + (footprint length/2)]. Conserved triplet periodicity indicates that the libraries are faithfully representing translating ribosomes, ensuring the quality of the RPF libraries. There was no significant change found in ribosome footprint length, periodicity, and distribution in any LRRK2 mouse models (data not shown). Download Figure 1-1, TIF file.

10.1523/ENEURO.0310-21.2021.f1-2 Extended Data Figure 1-2 Ribosome profiling expression analysis results. Download Figure 1-2, XLS file.

We characterized translation by ribosome profiling, the deep sequencing of ribosome-protected mRNA fragments generated by nuclease digestion. Ribosome profiling provides a quantitative measurement of translation and reports on the precise location of translating ribosomes across the transcriptome (Ingolia et al., 2009). We inferred the translational activity of different mRNAs by calculating the TE, the ratio between the abundance of ribosome footprints derived from a gene to the overall abundance of its mRNA as determined by RNA-seq (Anders and Huber, 2010; Brar and Weissman, 2015; Ingolia, 2016). 

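TE was recomputed as the log2 ratio of the authors' footprinting mean to their RNA-Seq mean for each transcript, without a pseudocount, and the TE difference as the genotype's value minus its control's. These differences departed from those in the authors' deposited table by at most 4.87e-08. The SD of log2 TE across transcripts was 0.846 in the control and 0.933 in GS LRRK2 TG. It was 0.841 and 0.817 in the GS/DA LRRK2 TG table, and 0.719 and 0.871 in the LRRK2 KO table. Because TE is a ratio, a TE difference can come from footprints or from mRNA. The covariance of the footprinting change with the TE difference, divided by the variance of the TE difference, gave the share that footprints carried. That share was 29.3% for GS LRRK2 TG, 31.2% for GS/DA LRRK2 TG and 38.6% for LRRK2 KO, and RNA-Seq carried the remainder. The share moved most when each group mean had to reach 4 times 128, the authors' read minimum, which left 18.2% for LRRK2 KO.

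Among transcripts with a mean over 300, the SD of the log2 ratio between both recovered libraries of a group was 0.257 to 0.359 for the footprinting of the transgenic tables. It was 1.40 to 1.64 for their RNA-Seq, and 0.584 to 0.663 across the assays of the LRRK2 KO table. The log2 ratio between the RNA-Seq libraries of a transgenic table followed the GC content of the CDS, with a Spearman rho between 0.773 and 0.798 in size across transcripts, which are not independent replicates.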

Comparison of the global distribution of TE values between LRRK2 transgenic mice and non-transgenic littermate control mice revealed broad alterations in TE distribution (Fig. 1*B*). 

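For GS LRRK2 TG against non-TG control, Spearman's rho between the TE values of both genotypes was 0.969 over the transcripts of the table, and 96.4% of transcripts had a TE difference under 0.5 in size. The SD of TE differences was 0.216 (bootstrap interval over transcripts 0.212 to 0.221), and it moved most, to 0.185, when only transcripts with all group means of at least 4 times 128 were kept. The SD of TE in GS LRRK2 TG was 1.10 times that of its control, and the TE difference rose with the control's TE (Spearman's rho 0.325 across transcripts). Among transcripts whose 4 group means all reached 500, Akap5 on chromosome 12 (77425878 to 77435140) had the highest TE difference, 1.23, from an RNA-Seq change of -1.18 and a footprinting change of 0.06. Lrrk2, the gene of the transgene, followed with 1.20, then Alcam with 0.81, Npm1 with 0.79 and Fat3 with 0.74. Alcam, like Lrrk2, owed its difference to footprints, which changed by 0.93. The lowest TE differences were -0.64 for Glcci1, -0.56 for Ttr, -0.53 for Beta-s, -0.49 for Hbb-b1 and -0.49 for Slc8a1. For Ttr, footprints fell by 2.45 and RNA-Seq fell by 1.89. Beta-s and Hbb-b1 are globin copies whose reads the counting could have split between them. These are differences between 2 means without a replicate check, since the control libraries of this table were not recovered.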

Likewise, LRRK2 KO mice showed widespread differences in TE relative to wild-type control mice (Fig. 1*C*). In contrast, G2019S/D1994A LRRK2 transgenic mice have a TE distribution similar to those in non-transgenic control mice, indicating that the changes in LRRK2 transgenic mice are dependent on kinase activity (Fig. 1*D*; Greggio et al., 2006; Smith et al., 2006). 

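The TE values of LRRK2 KO and WT had a Spearman's rho of 0.949 over the transcripts, the SD of TE differences was 0.273, and 93.2% of transcripts differed by less than 0.5. TE spread 1.21 times as widely in LRRK2 KO as in WT, and control TE and TE difference had a rho of 0.463 across transcripts. With group means of at least 2 times 128 required throughout, the SD fell to 0.215. Acta1 had the highest TE difference, 0.83, among transcripts with all means of at least 500, followed by Gapdh with 0.81, Slc1a2 with 0.79, Cltc with 0.74 and Atp6ap2 with 0.74. The lowest were Rpl13a-ps1 with -0.80, Rps21 with -0.61, Rps27a with -0.58, Rplp1 with -0.57 and Hba-a2 with -0.56, and reads of Rpl13a-ps1 and Hba-a2 can be shared with near-identical copies. Reads shared with similar genes were not checked for any of the genes named, Acta1 and Gapdh included. The TE difference of Lrrk2, the deleted gene, was -0.58.

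The libraries of both genotypes were recovered for 9534 transcripts of this comparison. The difference between the libraries of a group recurred across genotypes, with a rho of 0.763 for footprinting and 0.685 for RNA-Seq, so a WT and a LRRK2 KO library were assigned to each batch, an assignment read from the values. The change from WT to LRRK2 KO in the first batch and that in the second had a rho of -0.139 across transcripts for footprinting and -0.0519 for RNA-Seq. With the batches crossed, the values were -0.806 and -0.721. For TE differences, the rho between batches was -0.123 or -0.200, depending on which footprinting batch is set beside which RNA-Seq batch. The labels do not give this link, and the Y-linked reads that bear on it, given further below, were not used to choose. The SD of TE differences of log means was 0.248, against 0.290 computed from the disagreement between batches alone, so the differences as a whole did not exceed that disagreement. Because TE differences were negatively correlated between batches, the disagreement can overstate the noise of their mean. The comparison therefore does not exclude a genotype effect. A limma model over the 8 libraries with an interaction of genotype and assay called 0 transcripts at an adjusted p-value under 0.05 and 4 at an unadjusted p under 0.05. With the batch as a block it called 0 and 185 (1.94%). Both fits gave fewer unadjusted p-values under 0.05 than uniform p-values would, so they are conservative. On simulated data with 200 changed transcripts (log2 change of 1), the fit without the block called 0 and the fit with it 43.5%, besides 4 unchanged transcripts.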

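In the GS/DA LRRK2 TG table, the TE values of transgenic and control mice had a Spearman's rho of 0.973, and 97.6% of TE differences lay within 0.5 of 0. The SD of TE differences was 0.174 (bootstrap interval 0.169 to 0.179), and TE in GS/DA LRRK2 TG had 0.971 times the SD of its control. The SD of differences moved most, to 0.312, with a single recovered library per group and assay, while group means of at least 4 times 128 gave 0.155. Lrrk2, the gene of the transgene, had the highest TE difference, 2.26, among transcripts with means of at least 500. Glcci1 followed with 0.64, then Arhgap10 with 0.48, Slc8a1 with 0.46 and Ankrd12 with 0.43. Akap5, highest in GS LRRK2 TG, was lowest of these transcripts, at -1.01, with an RNA-Seq change of 1.05 and a footprinting change of 0.04. Zfp644 with -0.95, Gpbp1 with -0.92 and Ssb with -0.92 were also among the 5 lowest of them. Over the 8576 transcripts of both tables, which were normalized separately, the TE differences of GS LRRK2 TG and GS/DA LRRK2 TG had a rho of -0.302, the footprinting changes 0.138 and the RNA-Seq changes -0.181.

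For 8218 transcripts the libraries of both groups were recovered, and the difference between libraries recurred in control and transgenic mice with a rho of 0.736 for footprinting and 0.978 for RNA-Seq. With libraries assigned to batches by this shared difference, the change from control to GS/DA LRRK2 TG had a rho of 0.320 between batches for footprinting and -0.326 for RNA-Seq. Crossing them gave -0.527 and -0.980. The rho for TE differences was -0.411 or -0.580, and the SD of TE differences of log means, 0.135, was below the 0.230 computed from the disagreement between batches. As for LRRK2 KO, this does not exclude a genotype effect. The limma interaction model called 0 transcripts at an adjusted p-value under 0.05, and 0 at an unadjusted p under 0.05. Under the batch block it called 0 and 31, and the adjusted p-value of Lrrk2 was 0.298 from limma with Benjamini-Hochberg adjustment. These fits were conservative too, and the model was not simulated for this comparison.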

The broadly altered TE distribution indicates that G2019S LRRK2 causes increased expression of some genes (TE up) and decreased expression of others (TE down), distorting the overall translatome.

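A *z* score was taken of each TE difference, using the mean and SD over the transcripts of the table. For GS LRRK2 TG, 687 transcripts (8.01%) were TE up at 1.5 or above, a TE difference of at least 0.38, and 335 (3.91%) were TE down at -1.5 or below, a difference of at most -0.27. For GS/DA LRRK2 TG, 313 (3.65%) were TE up and 631 (7.36%) TE down. With 1 recovered library per group and assay, the first RNA-Seq batch gave 356 and 410 TE up and 652 and 626 TE down. The second gave 591 and 643 TE up and 358 and 306 TE down, so this imbalance reversed with the RNA-Seq batch. For LRRK2 KO, 596 (6.23%) were TE up and 576 (6.02%) TE down. A normal distribution places 6.68% on each side of this cutoff, whatever its SD. Since the SD comes from the same differences, the counts describe the shape of each distribution and not its width. The cutoff moved the GS LRRK2 TG counts most, to 1337 TE up and 1106 TE down at 1. Of the TE up transcripts of GS LRRK2 TG, 275 were TE down in GS/DA LRRK2 TG, where 50.5 were expected from the sizes of both lists. In both comparisons 13 were TE up, where 25.1 were expected. The control means of both tables come from the 3 non-TG libraries per assay, so the lists are not independent, as these expectations take them to be. A control library shared by both would by itself raise the count TE up in both and lower the count in opposite directions. Sharing therefore does not account for these counts. A difference between RNA-Seq libraries remains open, so the counts do not establish a genotype effect. From libraries taken singly in the other comparisons, between 1.18% and 2.81% of the transcripts TE up in one batch of GS/DA LRRK2 TG were TE up again in the other, against 4.33% to 7.82% of all transcripts. In LRRK2 KO that share was 3.43% to 4.37%, against 6.00% to 6.73%.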

It has been shown that G2019S LRRK2 enhances the translation of transcripts containing complex 5′UTR structure (Kim et al., 2020). Therefore, we compared the predicted 5′UTR folding energy between genes showing elevated or reduced TE from each comparison. 

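The tables give each transcript the lowest 5′UTR folding energy over its isoforms, which the authors took from the UCSC mm9 annotation, in kcal/mol. A more negative value means a more stable predicted structure. The median was -91.15 kcal/mol over the transcripts of the transgenic tables and -90.4 over those of the LRRK2 KO table, with quartiles of -174.44 and -40.2 in the former. Before any list was chosen, folding energy and TE difference were set against each other over all transcripts. Spearman's rho was -0.0831 for GS LRRK2 TG (bootstrap interval -0.106 to -0.0625), 0.114 for GS/DA LRRK2 TG (0.0932 to 0.134) and 0.0735 for LRRK2 KO (0.0565 to 0.0933). Genes are not independent replicates, so no p-value is given. Against the footprinting change alone, rho was 0.0113, -0.0515 and -0.0908, and against the RNA-Seq change, which enters TE with the opposite sign, 0.101, -0.151 and -0.161. For LRRK2 KO, rho became -0.0349 given the control's TE. Using 1 recovered library per group and assay, rho ranged from -0.114 to 0.172 over the 4 combinations of batches for GS/DA LRRK2 TG, and from -0.0136 to 0.0935 for LRRK2 KO.

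**Figure D2:**
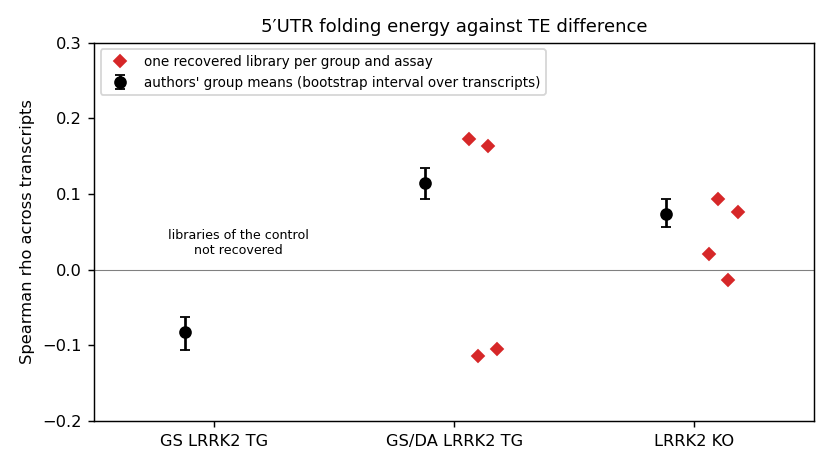
Spearman's rho across transcripts between 5′UTR folding energy and TE difference in each comparison. Black points are values from the authors' group means with a bootstrap interval over transcripts, and red diamonds use 1 recovered library per group and assay, 2 of 4 lying below 0 for GS/DA LRRK2 TG and 1 of 4 for LRRK2 KO.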

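The 687 TE up transcripts of GS LRRK2 TG had a median 5′UTR folding energy of -110.2 kcal/mol. They were set against 10000 random lists of 687 transcripts drawn from the same table and matched on mean expression in 20 bins. The random lists had a median of -91.6 kcal/mol, with 95% of them between -99.8 and -83.0, and none reached as low as the TE up transcripts. The list stood below the central 95% of random lists under every alternative tried, including matching on the length or GC content of the CDS. Values from single libraries were not among these alternatives, because the control libraries of this comparison were not recovered. A difference between single libraries is therefore not excluded here.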

The TE up genes in G2019S LRRK2 transgenic mouse brain have significantly lower folding energy than randomly selected control genes with the same group size (Fig. 2*A*), indicating that they have more complex 5′UTR secondary structures. Conversely, the TE down genes have significantly higher folding energy compared with the control genes, which suggests that they have less structured 5′UTR (Fig. 2*A*). 

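The 335 TE down transcripts of GS LRRK2 TG had a median folding energy of -73.9 kcal/mol, at percentile 99.7 of the matched random lists, whose median was -90.6 and whose central 95% ran from -103.5 to -78.6.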

Notably, LRRK2 KO mice show the reverse trend, indicating that loss of LRRK2 has the opposite effect from hyperactive G2019S LRRK2 (Fig. 2*B*). 

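In LRRK2 KO, the 596 TE up transcripts had a median folding energy of -78.6 kcal/mol, at percentile 92.7 of the random lists, within their central 95% (-93.7 to -76.6). Matching only on list size, and not on expression, placed them at percentile 99.5. The 576 TE down transcripts had a median of -100.55 kcal/mol, at percentile 0.325 and below the central 95% (-96.3 to -78.4). Neither list stood apart once low values were filtered. With all group means at least 4 times 128, which left 110 TE up and 112 TE down transcripts, the median minus that of the random lists was -6.97 kcal/mol for TE up (percentile 25.6) and 15.95 kcal/mol for TE down (percentile 93.6), both within the central 95%.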

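The transcripts of each table were also divided by folding energy without regard to TE. In GS LRRK2 TG, the 1150 transcripts with a folding energy under -250 kcal/mol had a median TE difference of 0.03, at percentile 84.0 of the expression-matched random lists. The 1038 with a folding energy over -20 kcal/mol had a median of -0.02, below all random lists (median 0.02). With CDS GC content matched as well, the complex 5′UTR list stood at percentile 98.0, and with CDS length at 30.3. In LRRK2 KO, the 1286 transcripts under -250 kcal/mol had a median TE difference of -0.04, below all random lists (median 0.01), and the 1156 over -20 kcal/mol had 0.02, at percentile 58.6.

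The footprinting and RNA-Seq changes of these lists were compared apart. The complex 5′UTR list of GS LRRK2 TG had a median footprinting change of -0.01 and a median RNA-Seq change of -0.05, both below all random lists. For LRRK2 KO, its footprinting change was 0.04, at percentile 99.99, and its RNA-Seq change 0.08, above all random lists. The simple 5′UTR list of GS LRRK2 TG had an RNA-Seq change of 0.01, above all random lists, and a footprinting change at percentile 3.07. In 10 groups of equal size by folding energy, the median TE difference of GS LRRK2 TG, relative to all transcripts, was highest in the fourth group from the most stable (0.04, median folding energy -133.28 kcal/mol), and 0.00 in the most stable. For LRRK2 KO it was lowest in the most stable group, at -0.07, with RNA-Seq at 0.08 and footprinting at 0.02.

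**Figure D3:**
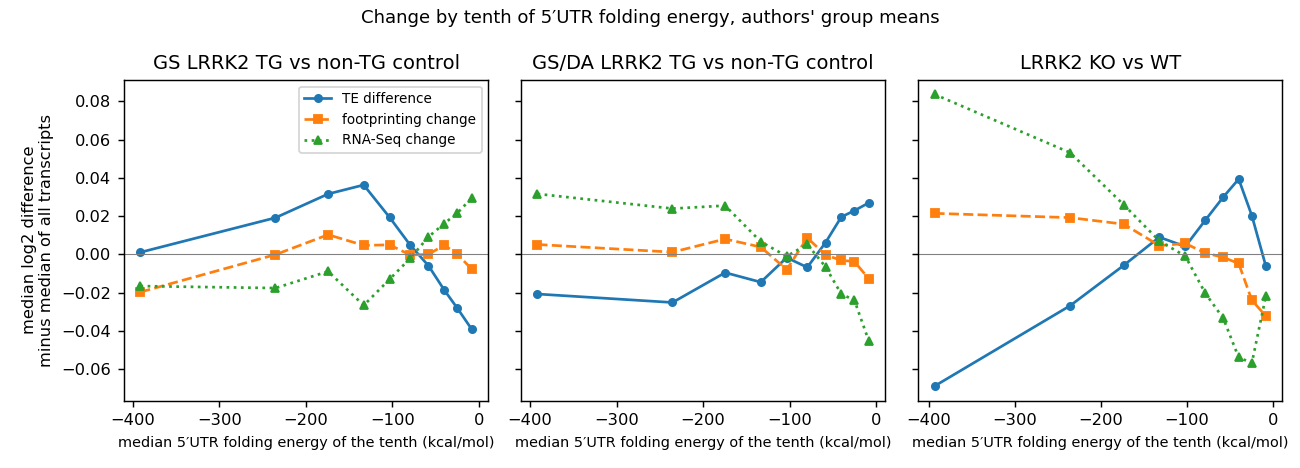
Median TE difference, footprinting change and RNA-Seq change (log2, each relative to the median of all transcripts) in 10 groups of equal size by 5′UTR folding energy, from the authors' group means of each comparison. The RNA-Seq change spans -0.06 to 0.08 in LRRK2 KO, and the footprinting change -0.03 to 0.02.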

The same trend is clear when we stratify transcripts according to the strength of their 5′UTR secondary structure (Fig. 2*C*,*D*). Unlike the case for 5′UTRs, 3′UTR folding energy does not show LRRK2-dependent correlation with TE (Extended Data Fig. 2-1*A*,*B*). In addition, we did not find significant TE changes from 5′ terminal oligopyrimidine (TOP)-containing genes, which are known to be regulated by phosphorylation of 4E-BP (Extended Data Fig. 2-1*C*,*D*; Thoreen et al., 2012). Therefore, our ribosome profiling data from the mouse brain samples indicate that LRRK2 enhances translation of mRNAs with complex 5′UTR secondary structure in a kinase activity-dependent manner.

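The TOP transcripts were taken from a list of ribosomal protein genes and known TOP translation factors, written by symbol before the data were examined, since the paper's text does not list its own. The tables held 89 of them. Their median TE difference was -0.13 in GS LRRK2 TG, below all 10000 matched random lists (median -0.01, central 95% from -0.05 to 0.03), and -0.24 in LRRK2 KO, again below all of them (central 95% from -0.01 to 0.11). In GS/DA LRRK2 TG it was -0.07, at percentile 0.29, and at 18.8 when the lists were not matched on expression. Footprints of the TOP transcripts changed by a median of -0.02 in GS LRRK2 TG (percentile 11.8) and 0.00 in LRRK2 KO (-0.00371, percentile 6.60), while their RNA-Seq rose by 0.10 and 0.22, above all random lists. In GS/DA LRRK2 TG, both fell, with a footprinting change of -0.12 and an RNA-Seq change of -0.05. Rps15, itself in this list, had TE differences of -0.24, -0.14 and -0.31 in GS LRRK2 TG, GS/DA LRRK2 TG and LRRK2 KO.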

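In the kinase-dead comparison, the 631 TE down transcripts of GS/DA LRRK2 TG had a median folding energy of -117.24 kcal/mol, below all matched random lists and at percentile 2.54 when CDS length was matched as well, and the 313 TE up transcripts -86.1 kcal/mol, at percentile 70.7. The transcripts under -250 kcal/mol had a median TE difference of -0.08 (random lists -0.06) and those over -20 kcal/mol -0.03 (random lists -0.05). Both lay outside all random lists, in the direction opposite to GS LRRK2 TG. With 1 recovered library per group and assay, both directions turned with the RNA-Seq batch. Relative to all transcripts, the complex list lay at -0.064 and -0.060 with the first batch, and at 0.032 and 0.024 with the second. The simple list lay at 0.089 and 0.097, against -0.056 and -0.039. Both shifts therefore cannot be told apart from a difference between RNA-Seq libraries. The paper reasons from the lower folding energy of TE up genes in GS LRRK2 TG, the reverse in LRRK2 KO (Fig. 2A-D), the lack of a relation with 3′UTR folding energy and of a change in TOP genes (Extended Data Fig. 2-1), and the similarity of TE between GS/DA LRRK2 TG and control (Fig. 1D). From these it concludes that LRRK2, through its kinase activity, enhances the translation of transcripts whose 5′UTR is highly structured.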

**Figure 2.**
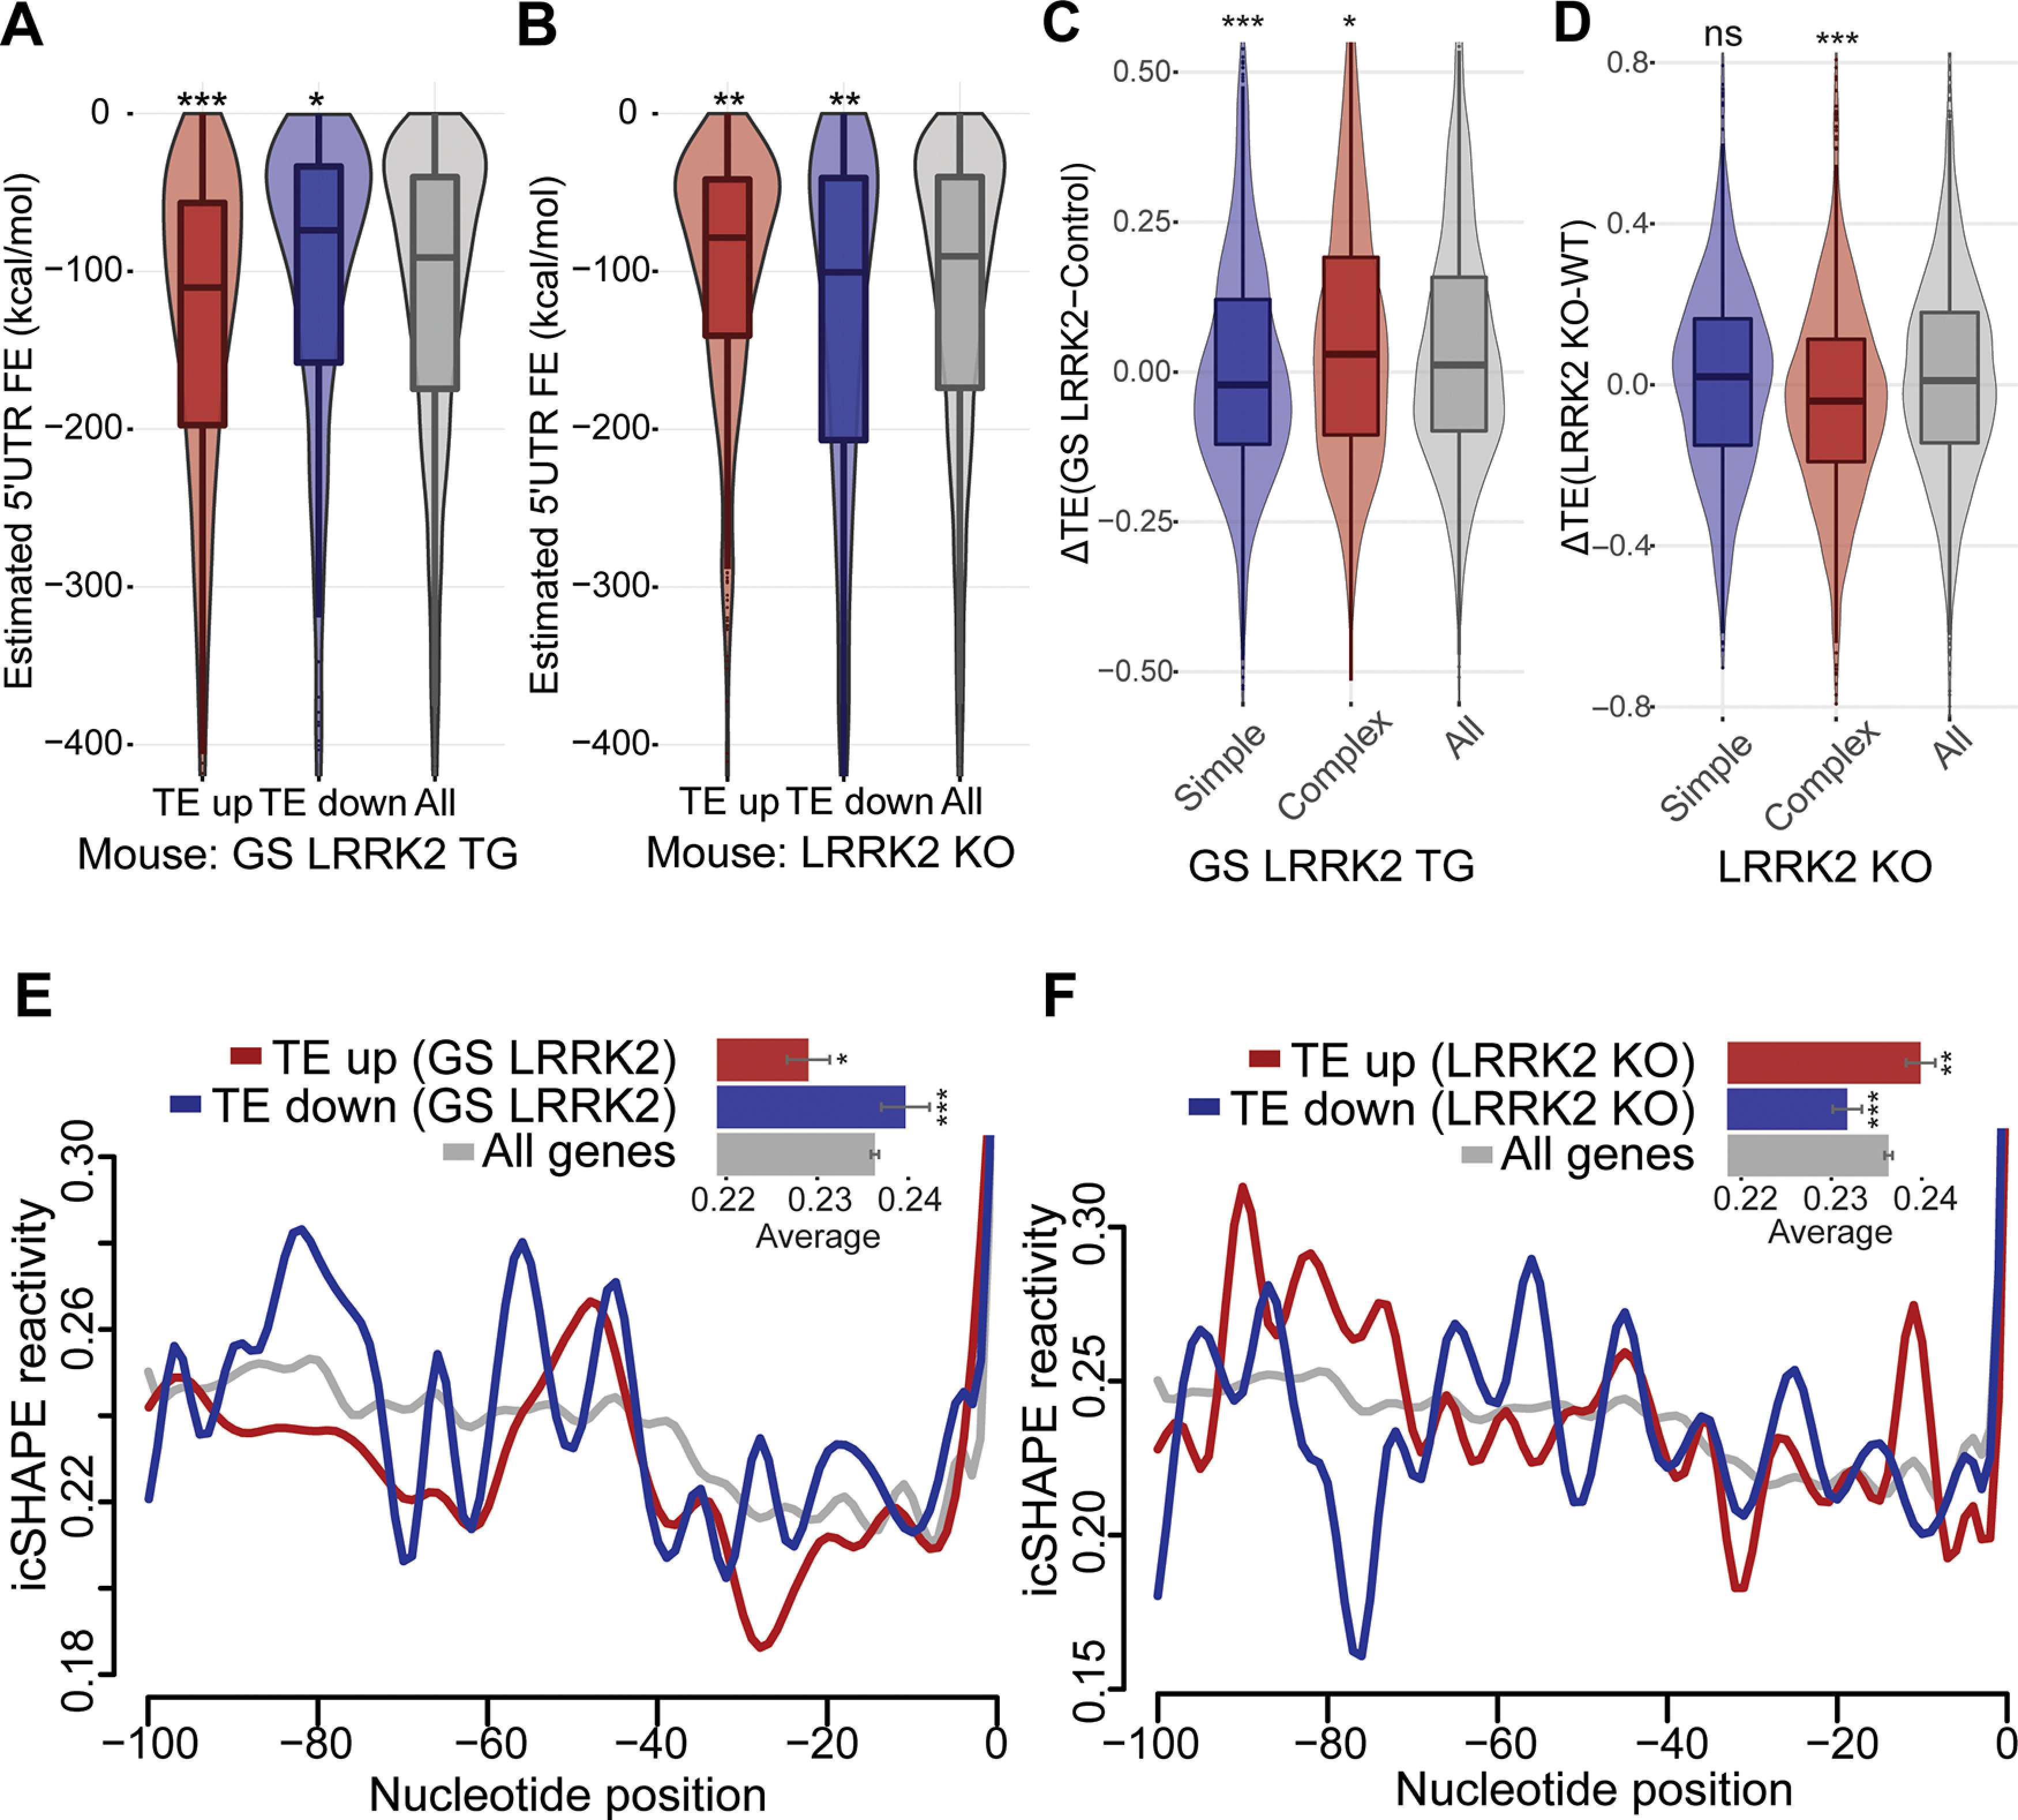
5′UTR secondary structure mediates translational effects of G2019S LRRK2. ***A***, ***B***, Correlation between estimated 5′UTR folding energy and TE changes in (***A***) GS LRRK2 TG or (***B***) LRRK2 KO. Box plot overlaid with violin plot visualizes the median, the first and the third quartile along with the data distribution pattern. 5′UTR folding energy for transcripts was retrieved from UCSC genome database (mm9). The same *z* score ±1.5 cutoff was used. Group sizes: GS TG (TE up: 687, TE down: 335), KO (TE up: 596, TE down: 576). Statistical significance was determined by one-way ANOVA with Bonferroni correction. ***C***, ***D***, Genes with complex 5′UTR secondary structure (estimated folding energy: <–250 kcal/mol, 1145 genes) or simple 5′UTR secondary structure (>–20 kcal/mol, 1036 genes) were selected, and the TE differences between (***C***): GS LRRK2 TG mice and control mice (***D***): LRRK2 KO mice and WT mice were plotted. Statistical significance was tested with Wilcoxon signed-rank test [***C***: *p* < 0.001 (simple), *p* = 0.03533 (complex); ***D***: *p* = 0.6007 (simple), *p* < 0.001 (complex)]. 3′UTR structures do not show correlation (Extended Data Fig. 2-1). ***E***, ***F***, Differential icSHAPE reactivity profiles between TE up and TE down genes. The same TE up and TE down genes with *z* score ±1.5 were used; (***E***) GS TG (TE up: 687, TE down: 335), (***F***) LRRK2 KO (TE up: 596, TE down: 576). icSHAPE data from mouse ES cells were extracted (Spitale et al., 2015), and a window of −100–0 nt 5′ of start codon (CDS start) was used. Average icSHAPE reactivity values: all genes: 0.236, TE up (GS): 0.229, TE down (GS): 0.240, TE up (KO): 0.237, TE down (KO): 0.219. Statistical significance (compared with all genes) was measured by non-parametric Mann–Whitney test. Error bars indicate SEM, *p < 0.05, **p < 0.01, ***p < 0.001.

10.1523/ENEURO.0310-21.2021.f2-1 Extended Data Figure 2-1 3′UTR secondary structure is not related to translational effects of G2019S LRRK2. ***A***, ***B***, 3′UTR secondary structure folding energy differences between TE up and TE down genes (standard *z* score ±1.5 was used). Unlike the 5′UTR folding energy comparison, 3′UTR folding energy did not show opposing directions of effects between G2019S (GS) LRRK2 transgenic (TG) and LRRK2 KO mice. Statistical significance was determined using Wilcoxon signed-rank test [***A***, *p* = 0.002338 (TE up), *p* = 0.02327 (TE down); ***B***, *p* = 0.01194 (TE up), *p* = 0.0254 (TE down)]. ***C***, ***D***, TE differences of 5′ TOP mRNAs in LRRK2 mouse models. Wilcoxon signed-rank test; ***C***, *p* = 0.2112; ***D***, *p* = 0.09034. background signal. Error bars indicate SEM, *p < 0.05, **p < 0.01, ns = no significance. Download Figure 2-1, TIF file.

Recent advances in molecular techniques that combine chemical probes and deep sequencing have provided transcriptome-wide measurements of RNA structure in living cells. We analyzed mouse RNA structure data (icSHAPE; Spitale et al., 2015) to estimate basal levels of 5′UTR structural complexity of genes differentially regulated by LRRK2. Low icSHAPE signal indicates low chemical reactivity at a given nucleotide, thereby suggesting a higher likelihood that it participates in secondary structures in cells. We compared icSHAPE reactivity between TE up and TE down genes from G2019S LRRK2 transgenic and LRRK2 KO mice. Structure probing data from 100 nt windows 5′ of the CDS start site revealed that the TE up genes in G2019S LRRK2 have significantly low average icSHAPE reactivity (0.229) associated with more complex structure, while the TE down genes have higher average reactivity (0.240) suggesting low structural complexity (Fig. 2*E*). LRRK2 KO mice show the opposite trend (up: 0.237, down: 0.219; Fig. 2*F*). These results suggest that the 5′UTR secondary structure adjacent to the start codon may play a role in the translatome alteration by G2019S LRRK2.

Translation initiation is a tightly regulated process, with many eukaryotic initiation factors (eIFs) involved in the regulation and facilitation of the process (Sonenberg and Hinnebusch, 2009; Jackson et al., 2010). Of note, DEAD-box RNA helicases including eIF4A, Ddx3, and Dhx29 are thought to resolve 5′UTR secondary structure of mRNAs with the help of other initiation factors such as eIF4B (Parsyan et al., 2011; Sen et al., 2015). Previous studies suggested that T136 phosphorylation of ribosomal protein S15 (uS19) mediates the translational effects of G2019S LRRK2 (Martin et al., 2014b; Kim et al., 2020). Consistent with this, we found that S15 T136 phosphorylation is increased in the G2019S LRRK2 transgenic mouse brain and decreased in the LRRK2 KO mouse brain (Fig. 3*A*,*B*). To investigate potential crosstalk between G2019S LRRK2, phosphorylated S15 and eIFs, we employed bicistronic reporters with hepatitis C virus (HCV) or cricket paralysis virus (CrPV) IRES. HCV-IRES and CrPV-IRES do not require RNA helicase activity to initiate translation, and CrPV-IRES initiation is entirely independent of eIFs (Fig. 3*C*,*D*; Jackson et al., 2010). In these bicistronic reporter assays, cap-dependent translation of firefly luciferase is dependent on helicase activity of eIFs, while IRES-driven cap-independent translation of *Renilla* luciferase is helicase independent. Unexpectedly, both IRES reporters show the same cap-dependent and cap-independent translational induction by G2019S LRRK2 and T136D S15, thereby leaving the ratios between cap-dependent and cap-independent translation unchanged (Fig. 3*E–J*; Extended Data Fig. 3-1). Since the CrPV IRES does not require any initiation factors to recruit ribosomes, the results indicate that the translational effects of G2019S LRRK2 are independent of translation initiation factors, and phosphorylation of S15 is sufficient to enhance the translation of mRNAs with structured 5′UTRs.

**Figure 3.**
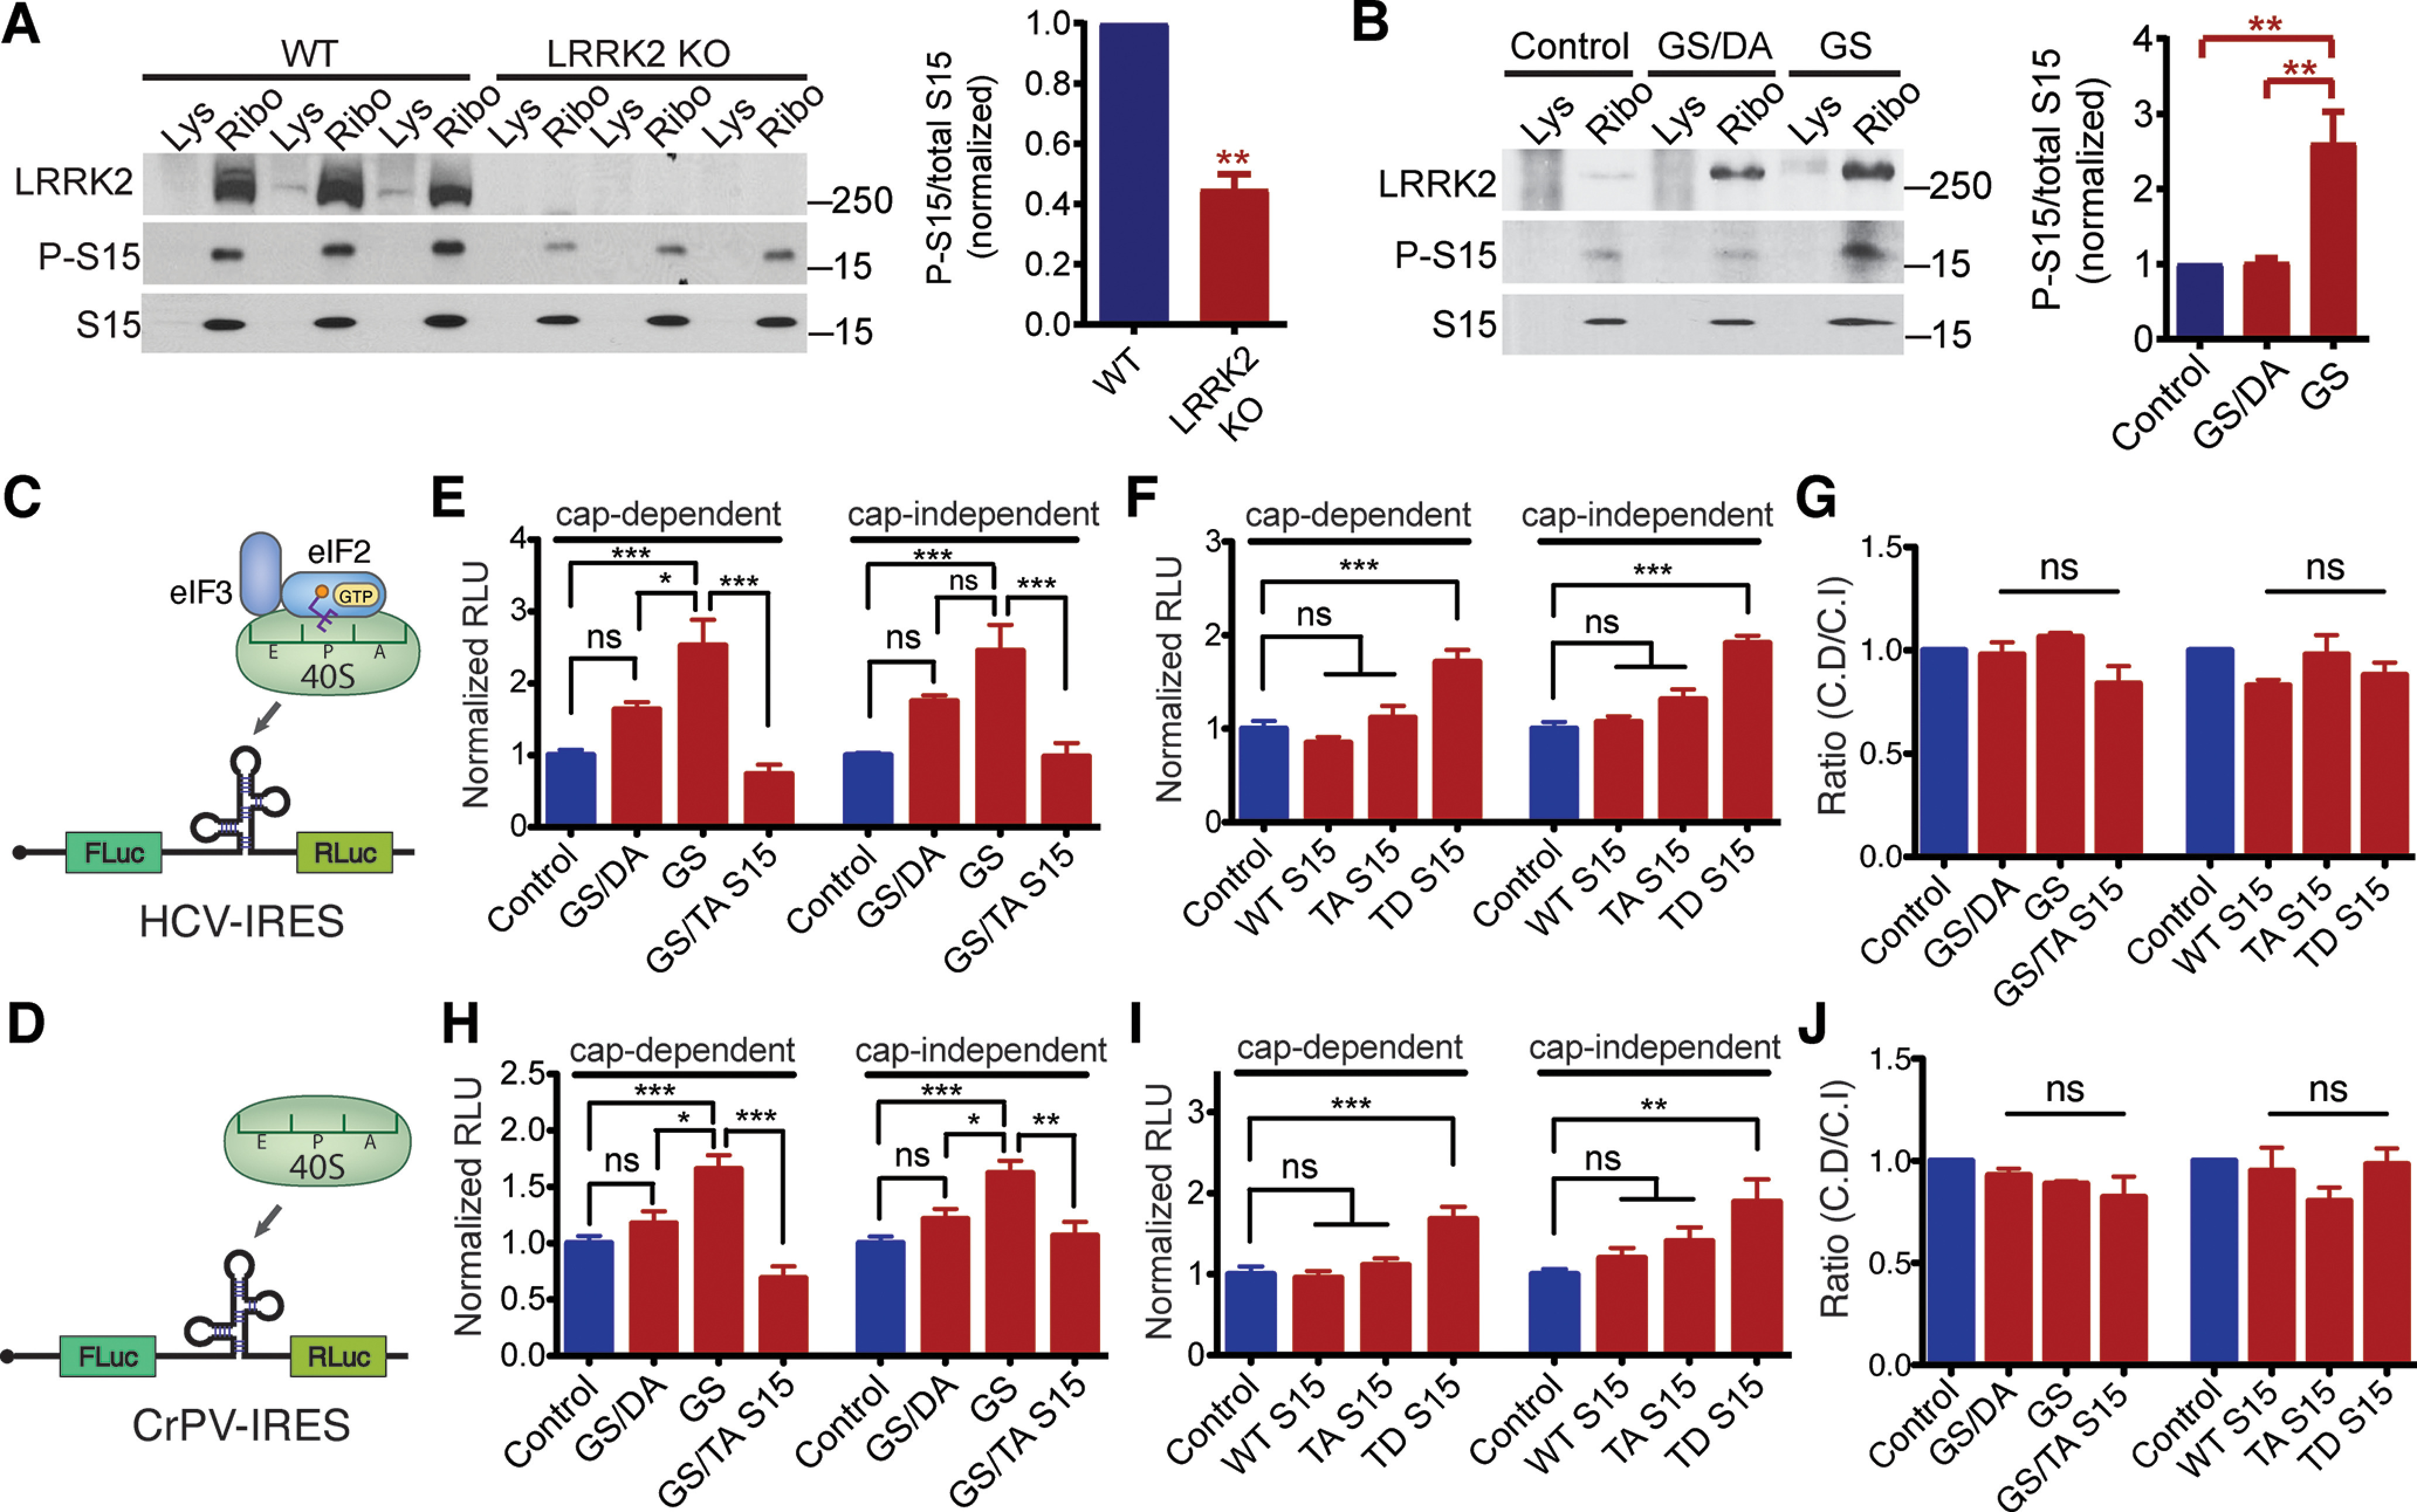
G2019S LRRK2 increases mRNA translation independent of initiation factors. ***A***, ***B***, Western blotting and quantification of T136 S15 phosphorylation in the mouse brain. LRRK2 KO (***A***) and G2019S LRRK2 transgenic (***B***) mice. Whole-brain lysate was used. *n* = 3, biological replicates. Statistical significance was determined by (***A***) unpaired *t* test (***B***) one-way ANOVA with Bonferroni correction. ***C***, ***D***, Schematics of HCV-IRES and CrPV-IRES reporters. ***E–G***, HCV-IRES reporter assays. ***C***, *n* = 4; ***D***, *n* = 3, respectively. ***H–J***, CrPV IRES reporter assays. ***F***, *n* = 4; ***G***, *n* = 3, respectively. Reporter assays were performed in primary mouse cortical neurons with transient transfection, and each experiment is an average of triplicates. All values were divided by the average of control values. Reporter mRNA levels were controlled (Extended Data Fig. 3-1). WT, wild type; Fluc, firefly luciferase; RLuc, *Renilla* luciferase; RLU, relative light units. Statistical significance was determined by one-way ANOVA with Bonferroni correction. Error bars indicate SEM, *p < 0.05, **p < 0.01, ***p < 0.001, ns = no significance.

10.1523/ENEURO.0310-21.2021.f3-1 Extended Data Figure 3-1 Reporter transcript levels for IRES reporter assays. ***A***, ***B***, qPCR measurement of luciferase transcript levels in IRES reporter assays. One-way ANOVA with Bonferroni correction was used, and there were no significant changes in the reporter transcript levels detected; **p < 0.01, ***p < 0.001, ns = no significance. Download Figure 3-1, TIF file.

While we sought to characterize translational abnormalities in the LRRK2 KO mouse brain, we found unexpected patterns of ribosomal footprint distribution on the *Atf4* upstream open reading frame (ORF) regions. *Atf4* is the key transcription factor underlying one branch of the integrated stress response (ISR) pathway and its expression is known to be translationally regulated (Vattem and Wek, 2004). eIF2ɑ-mediated regulation of *Atf4* is a well-studied example of translational regulation using termination-reinitiation balance between the upstream ORFs. We observed that in the LRRK2 KO brain, ribosome footprints are depleted 15–20 nt before the start codon of the main ORF (Fig. 4*A*). We performed additional ribosome profiling experiments with the caudate putamen (striatum; STR) and the ventral midbrain (VMB) of LRRK2 KO mouse brain and found that the footprint depletion is consistent across all ribosome profiling experiments conducted (Fig. 4*B*). Since we found that 5′UTR secondary structure is important to LRRK2-mediated translational regulation, we examined potential secondary structures near the depleted region. 

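*Atf4* lies on the plus strand of chromosome 15 from 80085614 to 80087970 (mm9), and its main start codon, at 80086729 to 80086731, is in exon 2 of 3. The transcript annotated there has 1724 nt, of which the 5′UTR takes 594. The positions 15 to 20 nt before the start codon are 80086709 to 80086714, with the sequence ATCCAG, and the sequence from there through the start codon is ATCCAGCAAAGCCCCACAACATG. The region drawn in Fig. 4A, 80086569 to 80086862, is exonic from 80086637 on, which is 226 nt. RNAfold's partition function (ViennaRNA) gave the probability that each base is paired. With the 5′UTR and the first 100 nt of the CDS folded (694 nt, minimum free energy -273.1 kcal/mol), the 6 bases had a mean pairing probability of 0.530, from 0.0672 to 0.803, and 4 of them were paired in the minimum free energy structure. The median over all 689 windows of 6 nt in that sequence was 0.664, and 26.6% of the windows had a lower mean. The value moved most with the stretch folded, to 0.250 when only the exonic part of the drawn region was used (-71.1 kcal/mol, 1 base paired, 12.2% of 221 windows lower). The deposited means count reads in the CDS and not in the 5′UTR. In LRRK2 KO, the Atf4 footprinting mean was 59.9 against 82.4 in WT, the RNA-Seq mean 773 against 624, and the TE difference -0.77. The limma interaction model gave it an unadjusted p of 0.17 and, with the batch block, 0.0129, and no call after adjustment over all transcripts (adjusted p-value of 1 in either fit). The recovered libraries held 79 and 47 Atf4 footprints in LRRK2 KO and 97 and 67 in WT. A fall was not particular to LRRK2 KO, as the Atf4 TE difference was -0.32 in GS LRRK2 TG (z score -1.72). In GS/DA LRRK2 TG it was 0.06.

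**Figure D4:**
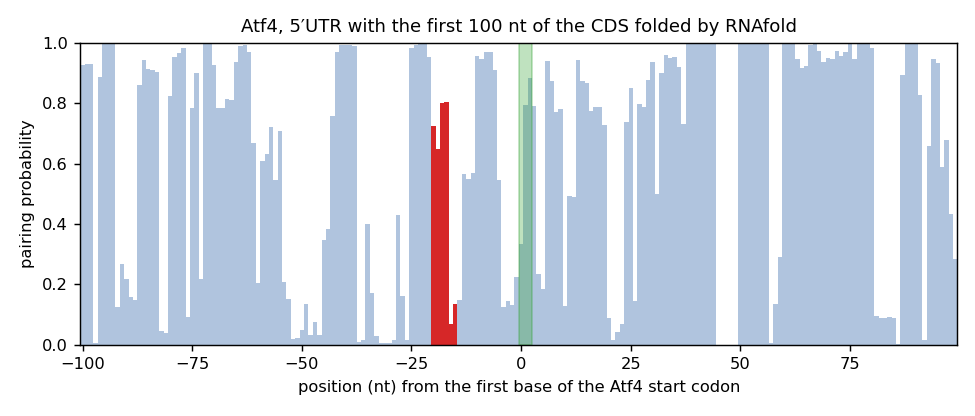
Probability of each base around the *Atf4* start codon to be paired, with the 5′UTR and the first 100 nt of the CDS folded. The x axis counts nt from the first base of the start codon (green), and the 6 bases 15 to 20 nt before it are red, ranging from 0.0672 to 0.803.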

Computational secondary structure predictions (RNAfold) reported multiple potential hairpins in the *Atf4* mRNA, and the depleted region in particular has a very high probability to form hairpin (Fig. 4*C*). These results further point to the importance of 5′UTR secondary structure near start codon for the translational effects of LRRK2.

**Figure 4.**
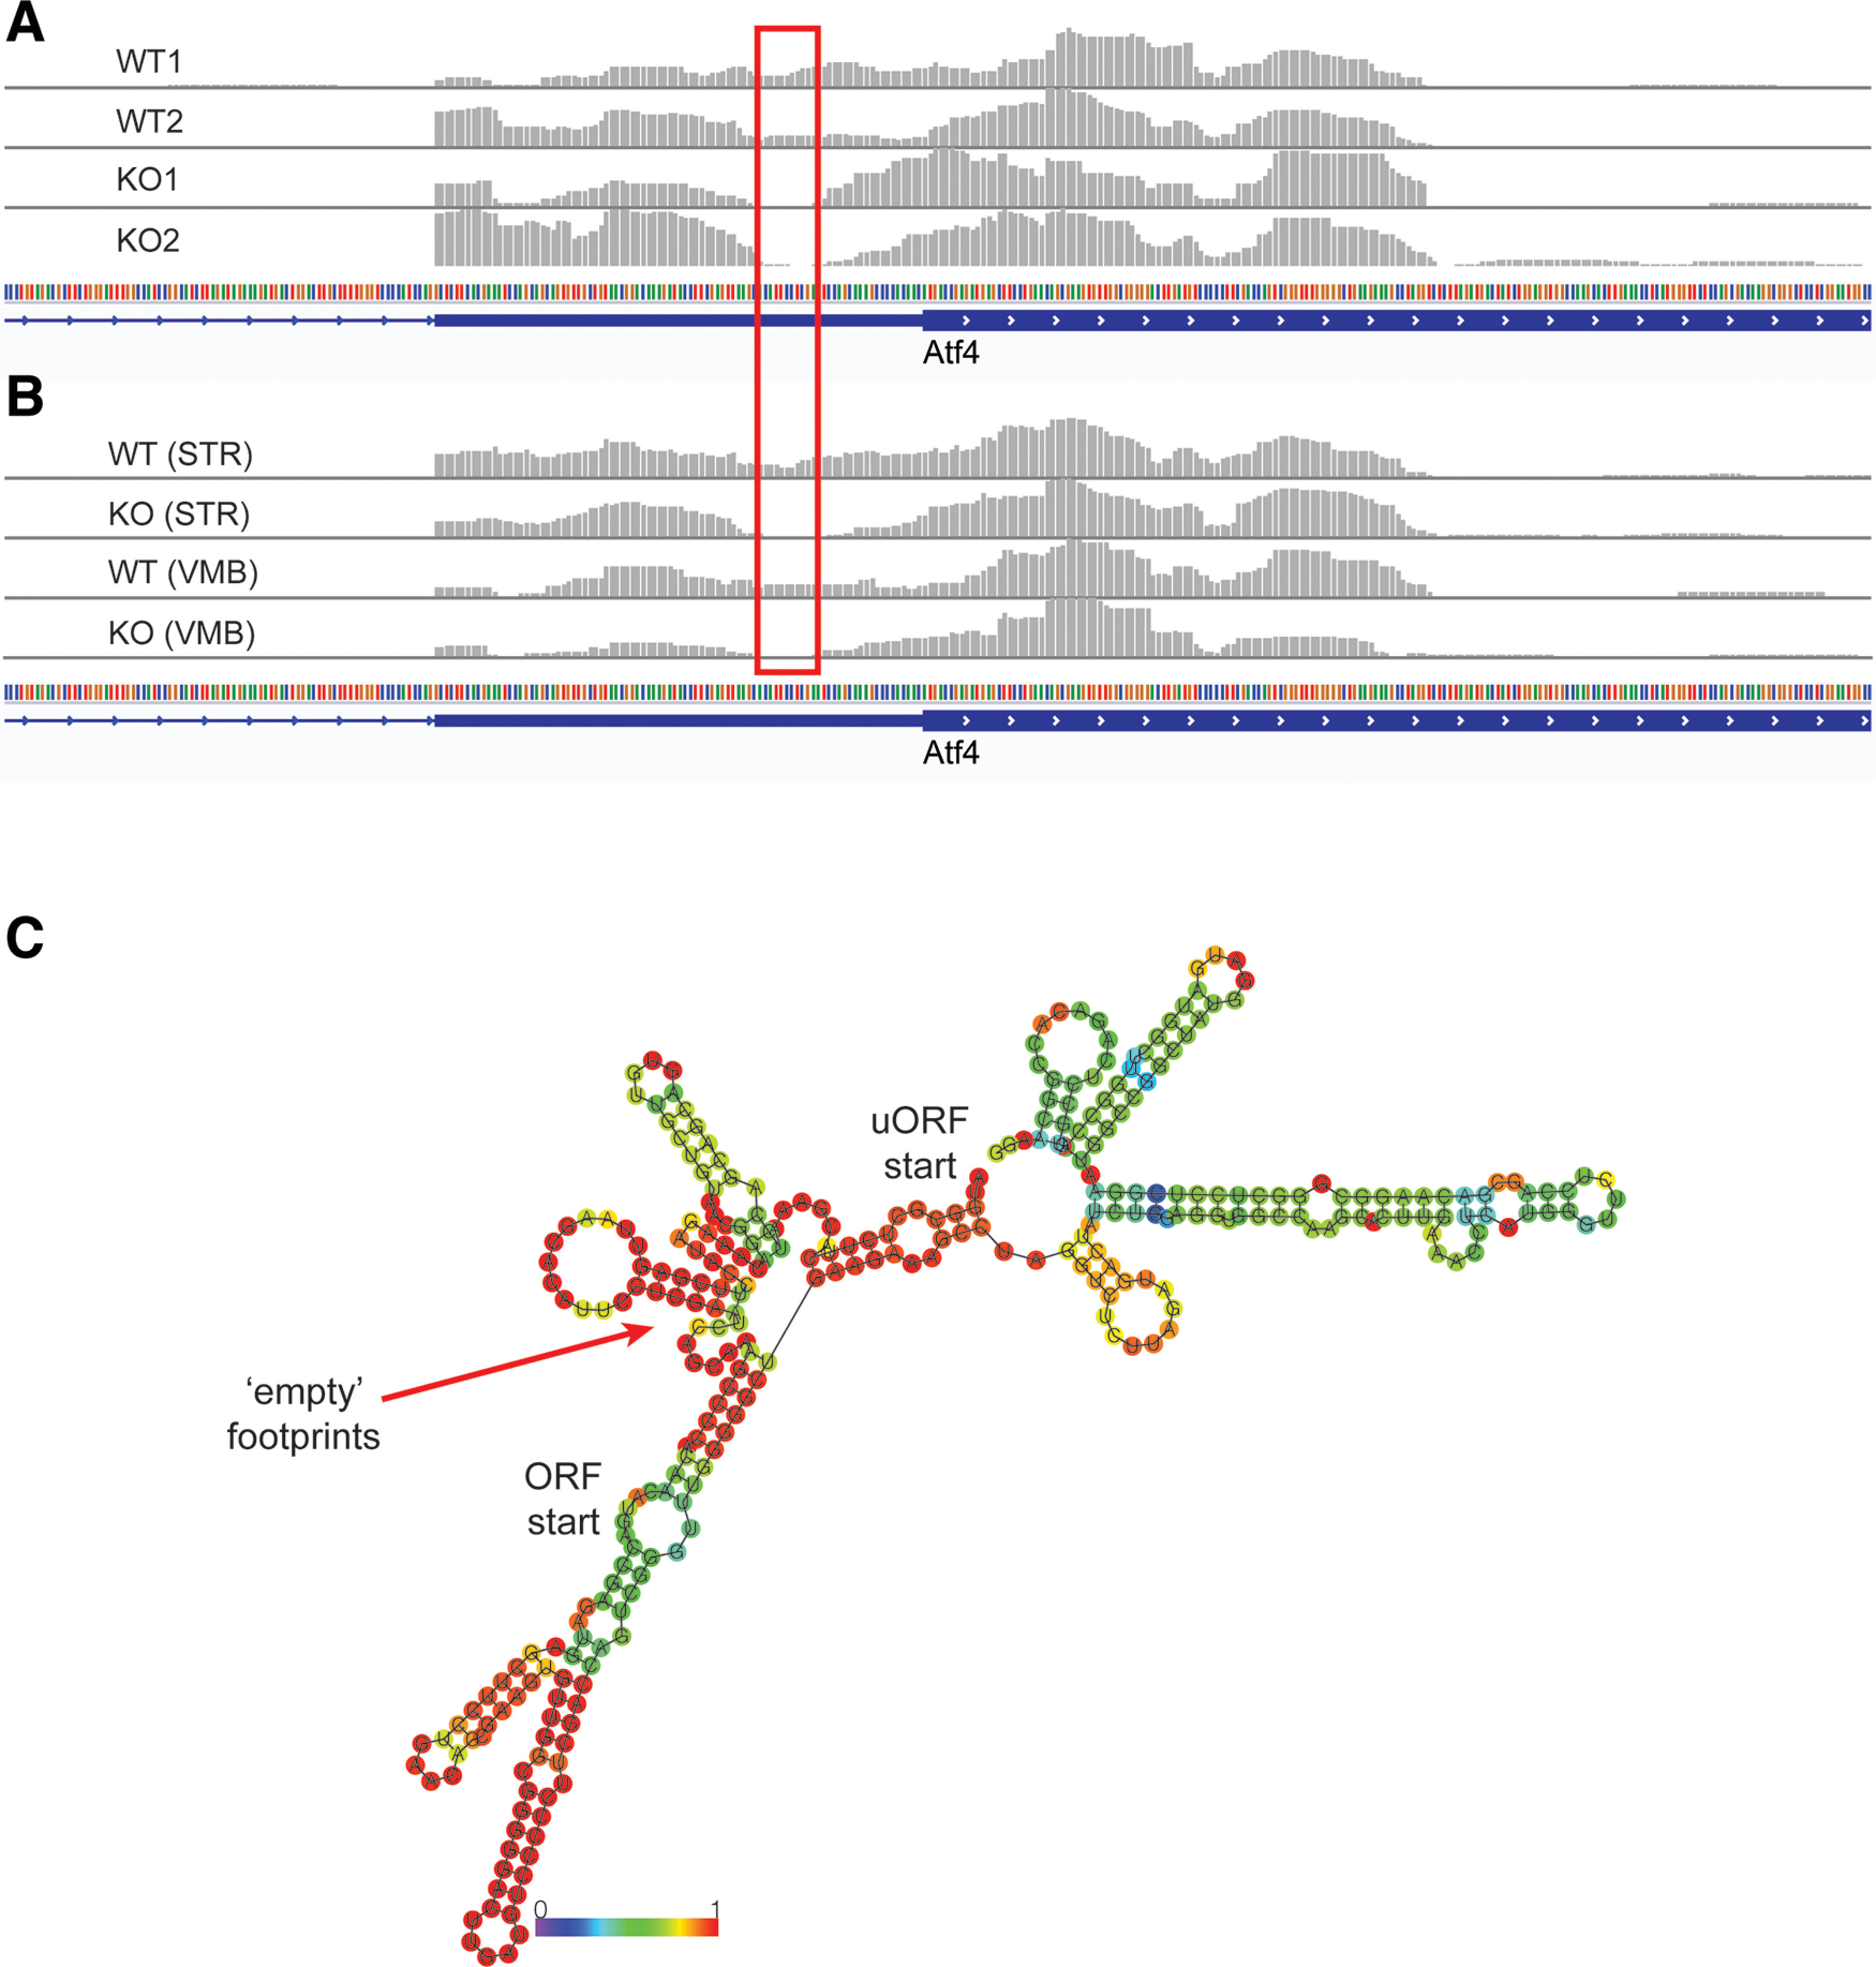
Ribosome footprint distributions on Atf4 uORFs in the LRRK2 KO brain. ***A***, ***B***, Ribosome footprints distribution in the 5′UTR of *Atf4* gene (visualized: chr15:80,086,569–80,086,862). Red box indicates the region that ribosomes are depleted in the LRRK2 KO brain. ***C***, RNA structure prediction of the *Atf4* uORF sequences by ViennaRNA RNAfold (Lorenz et al., 2011). The regions of depleted ribosome footprints have high probability to form secondary structure. In addition, relationship between G2019S LRRK2 and eIF2ɑ was addressed (Extended Data Fig. 4-1).

10.1523/ENEURO.0310-21.2021.f4-1 Extended Data Figure 4-1 Delayed ISR recovery from G2019S LRRK2-expressing neurons. ***A***, Phosphorylation of eIF2ɑ in the G2019S LRRK2 transgenic brains. Dissected striatal tissues, age three to four months, *n* = 3, biological replicates. ***B***, Mouse cortical neurons were prepared from pregnant transgenic breeders at E15. Pups were separated and individually genotyped. Control: wild type or single transgenic (CaMKII-tTA or tet-G2019S LRRK2), G2019S LRRK2: double transgenic. Tg: thapsigargin (1 μm). *, background signal. Download Figure 4-1, TIF file.

Since *Atf4* uORF footprint abnormality is observed in the LRRK2 KO brain and *Atf4* induction is a central downstream pathway of ISR, we further sought to determine a potential relationship between G2019S LRRK2 and ISR. First, eIF2ɑ phosphorylation levels in the G2019S LRRK2 transgenic brain were examined. We found no steady-state induction of eIF2ɑ phosphorylation regardless of the transgene expression levels (Extended Data Fig. 4-1*A*). Next, we tested the potential relationship by inducing ISR in G2019S LRRK2-expressing primary neurons cultured from the transgenic mouse model. Of note, G2019S LRRK2-expressing neurons have defective recovery from thapsigargin-induced ISR (Extended Data Fig. 4-1*B*). Considering the enhanced translation of structured 5′UTR-containing transcripts in the G2019S LRRK2 brain, this defected recovery could be because of translational defects caused by G2019S LRRK2 inhibiting 5′UTR-mediated translational regulation required for ISR recovery. In addition, since thapsigargin induces ISR by blocking SERCA, defective calcium handling in G2019S LRRK2 neurons could also exacerbate ISR. A previous study suggested that dysregulated translation leads to increased calcium influx in G2019S LRRK2 human dopamine neurons (Kim et al., 2020). In this regard, we performed calcium recordings with the G2019S LRRK2-expressing brain. Basic electrophysiological properties including spontaneous and evoked AP wave of SNpc dopamine neurons are indifferent to G2019S LRRK2 expression in the brain (Extended Data Fig. 5-1). Substantia nigra dopamine neurons also show similar pacemaking activities compared with the wild type (Fig. 5*A*). However, calcium currents measurement showed significant increase of calcium currents in the G2019S LRRK2-expressing brain (Fig. 5*B*,*C*). These results are consistent with the previous report of increased calcium influx in G2019S LRRK2 human dopamine neurons (Kim et al., 2020).

**Figure 5.**
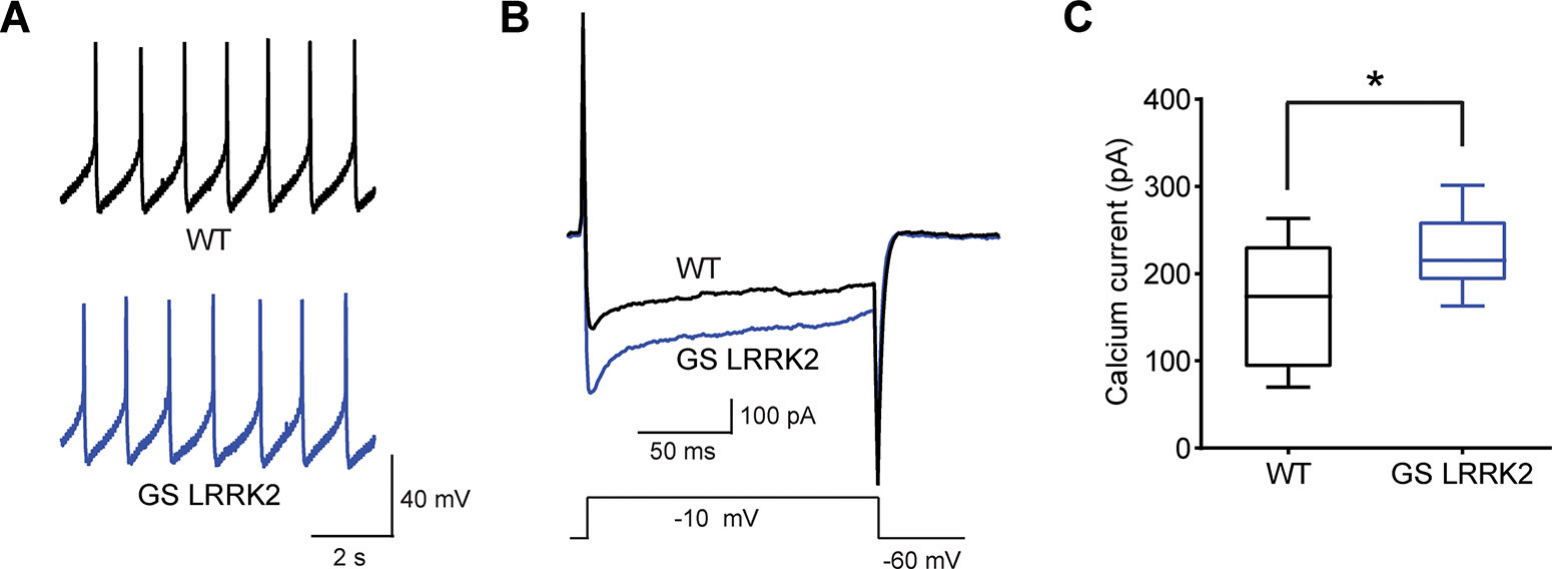
Calcium currents recorded in SNpc DA neurons. ***A***, Comparison of spontaneous AP firing pattern of DA neurons between wild-type and GS LRRK2 mouse slices. ***B***, Calcium currents were measured in mouse SNpc DA neurons using whole-cell patch clamp recordings. ***C***, Quantification of calcium peak currents. Data are expressed as means ± SEM, *n* = 12 slices from 12 animals for each group. Intrinsic properties were measured (Extended Data Fig. 5-1).

10.1523/ENEURO.0310-21.2021.f5-1 Extended Data Figure 5-1 Intrinsic properties of mouse brain DA neurons. ***A***, Summary of electrophysiological characteristics of DA neurons in SNpc during recordings, including pipette resistance (Rp), input resistance (Rin), series resistance (Rseries), leak currents (Leak), and resting membrane potential. ***B***, Spontaneous AP firing pattern in DA neurons. ***C***, A representative single AP wave with a half width of 2 ms. ***D***, Evoked APs. The presence of a sag (arrow) in the membrane potential and APs were detected in current-clamp immediately after rupturing the membrane. ***E***, Immunofluorescence image showing recorded neurons are TH-positive. Alexa Fluor 568 was injected to label recorded neurons. Scale bar: 50 μm. Data are expressed as means ± SEM, WT, *n* = 6 slices from 6 mice; GS LRRK2, *n* = 6 slices from 6 mice. Download Figure 5-1, TIF file.

## Discussion

In this study, we found that G2019S LRRK2 alters the global translational landscape in the mouse brain. Dysregulated translation caused by G2019S LRRK2 has been reported in *Drosophila* models and human dopamine neurons differentiated from patient-derived iPSCs (Martin et al., 2014b; Kim et al., 2020). Our data from the mouse brain are in line with the previous results showing that G2019S LRRK2 induces genome-wide translational abnormality. In addition, the 5′UTR-mediated translational shift, which was previously observed in the G2019S LRRK2 human dopamine neurons, is also present in the mouse brain. In G2019S LRRK2 transgenic mice, mRNAs with complex 5′UTR secondary structure tend to have elevated TE, while LRRK2 KO mice show the opposite trend. Analysis of RNA secondary structure data suggest that mRNA secondary structure on the 5′UTR regions near the start codon is important for these TE changes. These observations are in accordance with the previous finding that G2019S LRRK2 alters genome-wide translation by favoring mRNAs with complex 5′UTR secondary structure.

While the precise structural mechanism underlying the 5′UTR-mediated mRNA preference is unclear, our IRES reporter assays suggest that the enhanced translation in G2019S LRRK2 expressing neurons does not rely on translation initiation factors. Considering that G2019S LRRK2 is known to phosphorylate multiple ribosomal proteins including S15, our results bolster the idea that phosphorylation of ribosomal proteins could change the global translational landscape autonomously. Of note, the IRES reporter assays also indicate that the effects of LRRK2 may not be limited to translational initiation, since IRES-recruited ribosomes are thought to bypass scanning (Jackson et al., 2010). While our analyses indicate a strong correlation between 5′UTR secondary structure and TE, an alteration in secondary structure may in theory impact elongation as well. Secondary structure-mediated regulation is generally considered in the context of translation initiation since the coding region has limited degree of freedom for nucleotide-based secondary structure formation. However, as the *Atf4* CDS secondary structure prediction depicts, it is possible that elongation could be, at least partially, regulated by mRNA secondary structure as well. Therefore, these collectively suggest that the G2019S LRRK2 mutation and its downstream effects can facilitate translation during both initiation and elongation steps if secondary structure-mediated regulation is in place.

Ribosome footprint depletion at the *Atf4* 5′UTR in LRRK2 KO provides new information on the mechanisms by which LRRK2 affects translation. It suggests that the low TE of complex 5′UTR genes in the LRRK2 KO brain is because of strong hairpin formation and reduced ribosomal processivity. Alternatively, it is possible that the depletion is caused by disome formation, which can reduce the recovery of footprints in ribosome profiling experiments that include a monosome-specific size-selection step. This disome hypothesis is supported by the facts that the depletion is just in front of the main CDS start codon, and the main CDS also tends to form strong hairpin structure right after the start codon (Fig. 4*C*). Both cases are consistent with the interpretation of reduced ribosomal processivity in the LRRK2 KO brain. It further suggests that uORF-mediated regulation of *Atf4* expression could potentially be regulated by manipulating ribosomal processivity. While we did not find any *Atf4* footprint distribution abnormality in the G2019S LRRK2 transgenic brain, we cannot exclude the possibility that increased ribosomal processivity could impair the ISR, thereby incurring a long-term cellular stress in G2019S LRRK2 PD. Delayed recovery from thapsigargin-mediated ISR in G2019S LRRK2 neurons might be linked to this increased processivity. Since ATF4 plays central roles in the integrated stress responses, including induction of genes necessary to cope with cellular stresses, understanding the exact molecular mechanisms for *Atf4* expression regulation will deepen our knowledge on the pathobiology of LRRK2 PD.

Since this study was conducted with dissected brain tissues without cell-type specificity, dopamine neuron-specific translational profiling experiments in rodent models, which have been done in human iPSC-derived dopamine neuron and *Drosophila* models, would further reveal the specific changes relevant to G2019S LRRK2 PD (Kim et al., 2020; Pallos et al., 2021). In addition, there is a recent report suggesting that G2019S LRRK2 leads to reduced bulk translation in rodent neurons (Deshpande et al., 2020). The study was conducted with different model systems from this study (cultured neurons, *in vitro* translation system, and skin fibroblasts), which makes it hard to directly compare the results. However, bulk protein synthesis rate is tightly related to the neuronal activity levels. In this regard, investigating the relationship between LRRK2 and neuronal activity would be informative to collectively comprehend the molecular mechanisms of LRRK2-mediated translational regulation.

It is noteworthy that calcium influx is increased in the substantia nigra dopamine neurons in the G2019S LRRK2-expressing brain. The increased calcium influx was originally reported in G2019S LRRK2 human dopamine neurons. While the previous findings from cultured neurons initiated a plausible molecular mechanism that can led to a long-term dopamine neuronal stress, the electrophysiological characteristic of a neuron is heavily influenced by the neuron’s wiring context. Therefore, monitoring calcium dynamics in a fully developed adult brain tissue is essential to validate the hypothesis (Yin et al., 2021). In this manner, our findings on the increased calcium influx *in vivo* bolster the suggested molecular etiology that calcium dysregulation leads to dopamine neuronal stress in the G2019S LRRK2 PD.

How the deposited data were processed for this re-analysis (not part of the article)

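Ribosome footprints and total RNA of mouse caudate putamen were compared between GS LRRK2 TG and non-TG control mice, GS/DA LRRK2 TG and non-TG control mice, and LRRK2 KO and WT mice. For each comparison the authors deposited a table with a row per transcript. The authors aligned reads to mm9 with TopHat and Bowtie2, allowing at most 1 mismatch, counted the reads in the CDS over the union of isoforms of a gene, discarded transcripts with few reads, and combined the libraries of a group into a mean normalized with DESeq. These deposited group means are a signal without an SD. The authors computed TE and the TE difference from them and deposited both as log2 values, and they deposited a *z* score of the TE difference. The authors took the folding energy of the 5′UTR, in kcal/mol, from a UCSC mm9 annotation and gave the lowest value over the isoforms of a gene. The tables were normalized separately, so every test was made within a table, and levels set across tables are named as such.

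TE was recomputed as the footprinting mean divided by the RNA-Seq mean, on the log2 scale, with a pseudocount of 0 and all transcripts of a table kept. The *z* score used the mean and SD over all transcripts of a table, with cutoffs of 1.5 and -1.5. Complex and simple 5′UTRs were those with a folding energy under -250 and over -20 kcal/mol. A list of transcripts was set against 10000 random lists of the same size, matched on mean expression in 20 bins, and stands apart where its median lies below the 2.5 or above the 97.5 percentile of the random medians. No p-value was computed across transcripts, because genes are not independent replicates. Intervals for SDs, ratios and correlations are 95% bootstrap intervals over transcripts from 1000 draws and hold no variation between mice. CDS length and GC content came from the NCBIM37 assembly and its annotation and were matched for 97.2% of the transcripts of the transgenic tables and 97.0% of those of the LRRK2 KO table. The tables list 23, 23 and 26 duplicated gene symbols in the order GS LRRK2 TG, GS/DA LRRK2 TG and LRRK2 KO, whose transcripts were kept apart.

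The reads of single libraries were recovered from the group means. A mean of 2 libraries, each divided by a size factor, is a whole number of steps of one size plus a whole number of steps of another. The step sizes were found from differences between means that recur, and a transcript was kept where only 1 pair of whole numbers fitted its mean. On simulated data, 99.9% of transcripts were recovered for 2 libraries and 98.7% for 2 libraries of nearly equal depth, with the right reads for 100% of these, and no steps were found for 3 libraries. The sum of recovered reads per library sets its depth in the CDS, and intervals from it would hold counting error only. Which library of an assay belongs to which replicate, and which footprinting library shares a mouse pool with which RNA-Seq library, was not inferred. Libraries of control and genotype were matched to a library batch by the difference between libraries that both groups share, and values under the opposite matching are given beside.

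The choice of tests was set before the tables were examined. The model per gene planned for raw reads, edgeR, was not run because the files hold group means. Instead, limma was used on the log2 of the recovered normalized reads with a pseudocount of 10, with genotype, assay and their interaction, and its p-values were adjusted by the Benjamini-Hochberg method. This model, the batch block and the recovery of libraries were chosen after the data were seen, as were the values from 1 library per group and assay and the stretches of *Atf4* folded. The model covered 8218 transcripts for GS/DA LRRK2 TG and 9534 for LRRK2 KO. It was not fitted for GS LRRK2 TG, whose control libraries were not recovered.

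The genes named are those the paper names that the tables list, the 5 highest and the 5 lowest TE differences of each comparison among transcripts whose 4 group means are all at least 500, and members of gene lists written by symbol beforehand (TOP transcripts, Y-linked genes, voltage-gated calcium channel subunits, immediate early genes and markers of striatal neurons, cortical neurons and oligodendrocytes). One transcript among the lowest of GS/DA LRRK2 TG is not named because its symbol was altered to a date. The pairing probability of bases before the *Atf4* start codon was computed with the partition function of ViennaRNA on the annotated transcript.

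The alternatives were group means of at least 2 or 4 times 128, the authors' read minimum, 1 transcript per gene symbol, log2 TE within 2.5 of 0, a pseudocount of 10, the authors' own TE differences, *z* cutoffs of 1 and 2, a *z* score from the median and the scaled MAD, other matchings of the random lists, the 10 groups of folding energy in place of fixed limits, footprinting or RNA-Seq alone in place of TE, and partial correlations. The methods were tested on simulated data. A list shifted by 0.1 on the log2 scale gave 0.11 and percentile 100, and 4% of 200 lists without a shift fell outside the central 95%. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, R 4.3.3 with limma 3.58.1, and ViennaRNA 2.7.2 were used.

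Footprints by position along *Atf4*, the libraries of the ventral midbrain, icSHAPE, 3′UTR folding energy, reporter assays, Western blots and recordings of calcium currents were not analysed here.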

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

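Of the tests in this part, those on the share of male mice, on mRNA level alone as a source of the relation with GC content, and on Lrrk2 in the control means were chosen only after the result was seen, and those on single libraries and on the difference between RNA-Seq libraries were added after the tables had been examined.

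A relation between 5′UTR folding energy and TE difference appeared in GS/DA LRRK2 TG, a comparison for which the paper reports no folding energy, with a Spearman's rho of 0.114 across transcripts. Given CDS length the partial rho was 0.0696 and given the control's TE 0.148, so neither removed it. Given CDS GC content it was 0.117, as without it on the same transcripts, so this adjustment corrected nothing. Given the difference between RNA-Seq libraries of a group it was 0.107, an adjustment that corrected little, since that difference had a rho of 0.0378 with folding energy. With the footprinting change alone the sign was opposite (-0.0515), while RNA-Seq gave -0.151, so the relation rests on mRNA and not on footprints. In 2 of 4 combinations of single libraries the sign was opposite too, down to -0.114. The relation cannot be told apart from a difference between single RNA-Seq libraries, and a biological reading by genotype is therefore not offered.

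A relation of CDS GC content with TE difference, outside the features the paper discusses, appeared in GS LRRK2 TG, with a rho of -0.460. The corresponding rho was -0.291 in LRRK2 KO and 0.154 in GS/DA LRRK2 TG, and the tests below concern GS LRRK2 TG. The non-TG control means of both transgenic tables, which share a genotype but were normalized separately, differed in TE with an SD of 0.148, and this difference had a rho of -0.589 with GC content. The limit set beforehand for a GC bias between libraries of one genotype concerned strength alone, and this value met it, but its direction was not part of that limit. The value is for the GS LRRK2 TG table's control less the other, and a bias in that control would give the TE difference of GS LRRK2 TG a positive rho, so it does not account for the relation. A GC bias in the GS LRRK2 TG libraries themselves was not tested by the control means, and the relation cannot be told apart from it. An RNA-Seq change that footprints do not follow would leave the footprinting change unrelated to GC content, and one that they follow would give it the sign of the RNA-Seq change (rho 0.242), whereas its rho was -0.377. Given the difference between the RNA-Seq libraries of GS LRRK2 TG, the partial rho was -0.262 against -0.470 without it on the same transcripts, so the unequal weight of these libraries does not remove the relation.

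The Y-linked genes Kdm5d, Ddx3y and Uty, which the paper does not discuss, had a median RNA-Seq change of -1.03 in GS LRRK2 TG. If the pools had held fewer males, footprints would have fallen as well, and their median change was 0.24. In GS/DA LRRK2 TG the same genes fell in both assays, by medians of -0.54 in footprinting and -0.35 in RNA-Seq, as fewer males in the pools would give, and that explanation was not tested further there. Among random lists matched on GC content, the median RNA-Seq change lay at percentile 0, and among lists matched on the difference between RNA-Seq libraries also at percentile 0, so neither accounts for it. The RNA-Seq libraries of GS LRRK2 TG held 264 and 27 Uty reads, 309 and 11 Ddx3y reads, and 158 and 63 Kdm5d reads. Only the Kdm5d libraries are close once normalized (1.32-fold apart). With 3 genes, a wide spread between libraries for Uty and Ddx3y, and no recovered control libraries in this table, the fall could not be set against the spread between control libraries. No biological explanation was tested.

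Lrrk2 footprints were 1.26 higher (log2) in the non-TG control mean of the GS LRRK2 TG table than in that of the GS/DA LRRK2 TG table, the largest such difference of 8576 transcripts, across tables normalized separately. Cortical tissue in a control pool would raise Lrrk2 mRNA too, and RNA-Seq differed by -0.33, while the cortical markers were higher by 0.46 in footprints, less than Lrrk2, and by 0.36 in RNA-Seq. The footprints thus go against cortical tissue as the whole explanation, while the RNA-Seq test decides little, as Lrrk2 RNA-Seq varied 9.34-fold between the control libraries of the GS/DA LRRK2 TG table. Footprints of the transgene in a control library would raise the apparent TE, which differed by 1.58, but that value follows from the footprinting and RNA-Seq differences and is no separate test. The difference cannot be told apart from transgene footprints. No biological explanation was tested, since both means are of non-TG controls.

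The 5 cortical neuron markers in the GS/DA LRRK2 TG table, genes the paper does not discuss, had a median footprinting change of 1.09, above all matched random lists, and a median RNA-Seq change of 1.03. In GS LRRK2 TG they changed by -0.21 and -0.36. The markers of striatal neurons, cortical neurons and oligodendrocytes made 12 tests over both assays and both transgenic comparisons, and in 9 of them the list stood apart from the random lists. A candidate explanation is a difference in the cell types that were dissected, and a change of 1.09 in footprints beside a similar one in RNA-Seq is in line with it. It was not tested whether the markers respond to the genotype.

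The paper states that replicates were first analyzed independently and gives mapped reads for single libraries (Table 1) but no expression or TE values for them. Over transcripts with a mean over 300, the SD of the log2 ratio between the RNA-Seq libraries of a group was 1.62 for GS LRRK2 TG, 1.40 for the non-TG control of the GS/DA LRRK2 TG table and 1.64 for GS/DA LRRK2 TG. The libraries of a group share genotype and tissue, so genotype does not separate them. The ratio had a rho of -0.784, -0.773 and 0.798 with CDS GC content in these groups, where the sign only gives the order of the libraries. Across transcripts, the difference between RNA-Seq libraries had a rho of 0.410 with the TE difference for GS LRRK2 TG, 0.181 for GS/DA LRRK2 TG and -0.0160 for LRRK2 KO. These genes are not independent replicates, and how the libraries were prepared was not tested.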

How the results depend on the processing

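No setting in this part was picked for its outcome, but the values from single libraries, the batch block and the stretches of Atf4 folded were added after the data were seen. Of the summary results under the alternatives that could move them, 208 values stayed on the same side of their limits, 62 moved beyond the bootstrap interval or by more than 1.5 times, 21 had the opposite sign, 6 became stronger and 5 weaker. These counts leave out the authors' own TE differences, which equal the recomputed ones, and RNA-Seq alone. RNA-Seq enters TE with the opposite sign, so its values are given apart below. With RNA-Seq alone counted, 30 values had the opposite sign. For single named genes, filters change the *z* score and not the TE difference, and under the pseudocount, which changes it, 50 values kept their side of the *z* cutoff and 2 passed it. For all of these the cause was not tested.

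The folding energy of TE up and TE down transcripts of GS LRRK2 TG and the TE difference of TOP transcripts of GS LRRK2 TG and LRRK2 KO kept their direction and their side of the central 95% under every alternative set for them, all of which keep TE as the measure. Values from single libraries were not among these alternatives. With footprinting alone, the TOP lists of GS LRRK2 TG and LRRK2 KO lay within the central 95% (percentiles 11.8 and 6.60), and with RNA-Seq alone both lay at percentile 100. Taking 1 transcript per gene symbol moved none of the summary results.

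With group means of at least 2 times 128, the SD of TE differences was 0.195 for GS LRRK2 TG, 0.164 for GS/DA LRRK2 TG and 0.215 for LRRK2 KO, and the footprint share 24.7%, 25.8% and 20.99%. For LRRK2 KO the ratio of TE SDs was 1.26, the correlation with folding energy 0.0533, and TE up and TE down counts were 209 and 198 against 596 and 576. The median folding energy of LRRK2 KO TE up transcripts then lay below the random median (-2.60, reversed from 5.90 kcal/mol, but at percentile 39.1), and that of TE down transcripts at -2.15, weaker than -13.91.

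With group means of at least 4 times 128, the SDs were 0.185, 0.155 and 0.204, the shares 24.0%, 23.1% and 18.2%, and the correlations -0.121, 0.154 and 0.0338. TE up counts were 312, 113 and 110 against 687, 313 and 596, and TE down counts 128, 336 and 112 against 335, 631 and 576. The LRRK2 KO ratio of TE SDs was 1.28. Folding energy of TE up transcripts lay 30.01 kcal/mol above the random median for GS/DA LRRK2 TG (stronger) and at -6.97 for LRRK2 KO (reversed), that of LRRK2 KO TE down transcripts at 15.95 (reversed), the latter pair within the central 95%, and the simple 5′UTR list of LRRK2 KO at -0.01 in TE difference (-0.0138, reversed).

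With footprinting alone, the correlations became 0.0113, -0.0515 and -0.0908, all reversed. The complex 5′UTR lists shifted by -0.0141, 0.00626 and 0.0195 (all reversed), and the simple 5′UTR lists by -0.00755 (weaker), -0.00969 and -0.0312 (both reversed). RNA-Seq alone enters TE with the opposite sign, so a TE result carried by RNA-Seq has the other sign there. It gave correlations of 0.101, -0.151 and -0.161, complex 5′UTR shifts of -0.0247, 0.0330 and 0.0735 and simple 5′UTR shifts of 0.0347, -0.0464 and -0.0310, each of the sign that such a result has. In every comparison the correlation was larger in size for RNA-Seq than for footprinting.

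Using 1 recovered library per group and assay, the SD of TE differences ran from 0.222 to 0.312 for GS/DA LRRK2 TG and from 0.270 to 0.468 for LRRK2 KO. The correlation with folding energy ran from -0.114 to 0.172 for GS/DA LRRK2 TG, with -0.114 and -0.105 reversed, and from -0.0136 (reversed) to 0.0935 for LRRK2 KO. Given the control's TE, the correlation was -0.135, 0.148 and -0.0349, the last reversed. Given CDS GC content and length, it was 0.0720 for GS/DA LRRK2 TG and 0.0458 for LRRK2 KO.

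With log2 TE within 2.5 of 0, the ratio of TE SDs was 1.11 for GS LRRK2 TG and 1.24 for LRRK2 KO. For LRRK2 KO, this range gave an SD of 0.267, a correlation of 0.0508, a TE down folding energy shift of -1.02 (weaker) and a simple 5′UTR shift of -0.00492 (reversed). With a pseudocount of 10, the SD was 0.211 for GS LRRK2 TG and 0.250 for LRRK2 KO (0.2505), and the LRRK2 KO footprint share 34.3%.

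At a *z* cutoff of 1, TE up counts were 1337, 985 and 1369 and TE down counts 1106, 1140 and 1415, and the TE up folding energy stood apart for GS/DA LRRK2 TG (13.16 kcal/mol) and LRRK2 KO (6.20), both stronger. At a cutoff of 2, the counts were 318, 96 and 277 and 88, 351 and 208, and the TE up shift of GS/DA LRRK2 TG reversed to -11.01. Under the MAD, GS/DA LRRK2 TG had 509 TE up and 1050 TE down transcripts, and a TE up shift of 11.15 (stronger).

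Matching on CDS GC content as well made the complex 5′UTR shift of GS LRRK2 TG stronger (0.0115). Matching on CDS length reversed it (-0.00409), reversed the simple 5′UTR shift of LRRK2 KO (-0.0110), and weakened the TE down folding energy shift of GS/DA LRRK2 TG (-10.2 kcal/mol, percentile 2.54). Without matching, the TOP shift of GS/DA LRRK2 TG was weaker (-0.0148) and the LRRK2 KO TE up folding energy shift stronger (11.55 kcal/mol). With the last of the 10 groups of folding energy in place of the limit of -20 kcal/mol, the simple 5′UTR shift of LRRK2 KO reversed (-0.00612). The pairing probability before the *Atf4* start codon, 0.530, moved to 0.250 with the exonic part of the drawn region and to 0.284 with 60 nt on each side of the start codon.

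No paired analysis was possible because the deposited columns carry no replicate numbers. The batch block rests on an assignment read from the values and does not pair mice. Y-linked reads of the LRRK2 KO table bear on which footprinting and RNA-Seq libraries share a pool, but they were not used for pairing. For lack of numbers the planned replicate block was not run. The other planned settings of the model per gene, DESeq2, no filter and leaving out each replicate, were not run either. They were planned for deposited reads per library, and they were not applied to the recovered reads. The limma model called 0 transcripts in GS/DA LRRK2 TG and LRRK2 KO, with 0 and 4 at an unadjusted p under 0.05, and with the batch block again 0, with 31 and 185. For GS LRRK2 TG, TE differences could not be set against the spread between control libraries.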

Differences from the paper's values

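The paper states that the reverse trend holds in LRRK2 KO, with a higher folding energy of TE up genes. The TE up list of LRRK2 KO lay 5.90 kcal/mol above the random median, at percentile 92.7 and within their central 95%. Of the alternatives set before the data were examined, random lists without matching (percentile 99.5) and a *z* cutoff of 1 (percentile 98.7) placed it outside.

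The paper states that transcripts grouped by the strength of their 5′UTR structure show the same trend, with a significant difference for complex 5′UTR transcripts in GS LRRK2 TG (Fig. 2C). Their median TE difference lay at percentile 84.0 of the random lists, and of the alternatives that keep the TE difference as the measure, only CDS GC content matched as well placed it outside the central 95% (percentile 98.0). The simple 5′UTR transcripts of GS LRRK2 TG, with a median of -0.02, and the complex 5′UTR transcripts of LRRK2 KO, with -0.04, did stand apart, both at percentile 0.

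The paper reports no significant TE change of TOP genes. The TOP list, written by symbol and not the paper's own, lay at percentile 0 in GS LRRK2 TG, 0 in LRRK2 KO and 0.29 in GS/DA LRRK2 TG, and, with TE as the measure, only in GS/DA LRRK2 TG without matching (percentile 18.8) within the central 95%.

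The paper describes the TE of GS/DA LRRK2 TG as similar to control and that of GS LRRK2 TG as broadly altered. The SD of TE differences was 0.174 against 0.216. The rank correlation with folding energy was of similar size, 0.114 for GS/DA LRRK2 TG (0.0932 to 0.134) and -0.0831 for GS LRRK2 TG (-0.106 to -0.0625), and 0.0720 and -0.0697 given CDS GC content and length. In 2 of 4 combinations of single libraries, a setting added after seeing the values, the sign for GS/DA LRRK2 TG was opposite. Its TE down transcripts lay at percentile 0 in folding energy, and at 2.54, within the central 95%, with CDS length matched.

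The paper reports that the depleted region before the *Atf4* start codon is very likely to form a hairpin. Its mean pairing probability at 15 to 20 nt before the start codon was 0.530, below the median window of 0.664, and at the red box of Fig. 4A, read by eye at about -31 to about -20, it was 0.523 against 0.644. The other stretches folded, chosen after seeing the values, gave 0.250, 0.284 and 0.539, also below their median windows of 0.651, 0.500 and 0.651. A hairpin also holds an unpaired loop, so these means do not test whether one forms. Single bases at positions -25 to -17, a stretch picked after seeing the values, had pairing probabilities from 0.647 to 0.996.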

Other observations

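The tests on single libraries and on the difference between RNA-Seq libraries were added after the tables had been examined and the correlation seen, and the other tests in this part were set before.

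The relation of folding energy with TE difference in GS LRRK2 TG (rho -0.0831) was not removed given CDS length (-0.0569) or the control's TE (-0.135), and an adjustment for CDS GC content moved it little (-0.0899). Adjusting for the difference between RNA-Seq libraries of the group gave -0.0867, but that difference had a rho of only -0.0171 with folding energy, so little was corrected. The TE difference between the non-TG control means of both transgenic tables had a rho of 0.00475 with folding energy, so the control means alone show no such relation, while single libraries could not be tested here. The relation was absent from the footprinting change alone (0.0113) and present in the RNA-Seq change (0.101). A change in mRNA that footprints do not follow is therefore a candidate explanation, and since both enter TE, a genotype effect on translation cannot be told apart from it.

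In LRRK2 KO (rho 0.0735), CDS length (0.0499) left the relation in place. Adjusting for CDS GC content (0.0786) moved it little, and adjusting for the difference between RNA-Seq libraries (0.0722) corrected little, as that difference had a rho of -0.0160 with the TE difference. Given the control's TE it turned to -0.0349, with the footprinting change alone it was -0.0908, and in 1 of 4 combinations of single libraries it was -0.0136. The wider spread of TE in LRRK2 KO than in WT, a change in mRNA and a difference between single libraries may each account for it.

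Across transcripts, the TE differences of GS LRRK2 TG and LRRK2 KO had a rho of 0.177, and those of GS/DA LRRK2 TG and LRRK2 KO a rho of 0.00168. These genes are not independent replicates, the tables were normalized separately, and the values were not adjusted for CDS GC content or the control's TE, to which the TE differences of GS LRRK2 TG and LRRK2 KO are related in the same direction.

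The 10 immediate early genes had median RNA-Seq changes of -0.37, -0.37 and -0.42 in GS LRRK2 TG, GS/DA LRRK2 TG and LRRK2 KO, and footprinting changes of -0.32, -0.47 and -0.13, all below the central 95% of the random lists. Their TE differences, 0.03, 0.01 and 0.17, lay within it. The 11 striatal neuron markers had a footprinting change of -0.22 and an RNA-Seq change of -0.12 in GS/DA LRRK2 TG, and the 9 oligodendrocyte markers had changes of 0.20 and 0.14 in GS LRRK2 TG. The TE difference of the voltage-gated calcium channel subunits lay within the central 95% in each comparison, at percentiles 33.7, 4.80 and 5.05.

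The paper's methods describe every pool as holding male and female mice. In the LRRK2 KO table, the RNA-Seq libraries of LRRK2 KO held 704 and 0 reads of the Y-linked gene Kdm5d and those of WT 377 and 1. The footprinting libraries held 0 and 66 in LRRK2 KO and 0 and 84 in WT. For Uty, the RNA-Seq libraries held 362 and 0 reads in LRRK2 KO and 231 and 2 in WT. Its footprinting libraries held 6 and 105 in LRRK2 KO and 4 and 126 in WT. In both genotypes, the footprinting library listed first and the RNA-Seq library listed second thus held few of these reads. These reads point to a shared pool for that footprinting and that RNA-Seq library. This link was not used to choose between the rho values of TE differences between batches, both below 0.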
